# Identification of tissue‐specific transcriptional markers of caloric restriction in the mouse and their use to evaluate caloric restriction mimetics

**DOI:** 10.1111/acel.12608

**Published:** 2017-05-26

**Authors:** Jamie L. Barger, James M. Vann, Nicole L. Cray, Thomas D. Pugh, Angela Mastaloudis, Shelly N. Hester, Steven M. Wood, Michael A. Newton, Richard Weindruch, Tomas A. Prolla

**Keywords:** aging, biomarkers, caloric restriction, gene expression, mouse

## Abstract

Caloric restriction (CR) without malnutrition has been shown to retard several aspects of the aging process and to extend lifespan in different species. There is strong interest in the identification of CR mimetics (CRMs), compounds that mimic the beneficial effects of CR on lifespan and healthspan without restriction of energy intake. Identification of CRMs in mammals is currently inefficient due to the lack of screening tools. We have performed whole‐genome transcriptional profiling of CR in seven mouse strains (C3H/HeJ, CBA/J, DBA/2J, B6C3F1/J, 129S1/SvImJ, C57BL/6J, and BALB/cJ) in white adipose tissue (WAT), gastrocnemius muscle, heart, and brain neocortex. This analysis has identified tissue‐specific panels of genes that change in expression in multiple mouse strains with CR. We validated a subset of genes with qPCR and used these to evaluate the potential CRMs bezafibrate, pioglitazone, metformin, resveratrol, quercetin, 2,4‐dinitrophenol, and L‐carnitine when fed to C57BL/6J 2‐month‐old mice for 3 months. Compounds were also evaluated for their ability to modulate previously characterized biomarkers of CR, including mitochondrial enzymes citrate synthase and SIRT3, plasma inflammatory cytokines TNF‐α and IFN‐γ, glycated hemoglobin (HbA1c) levels and adipocyte size. Pioglitazone, a PPAR‐γ agonist, and L‐carnitine, an amino acid involved in lipid metabolism, displayed the strongest effects on both the novel transcriptional markers of CR and the additional CR biomarkers tested. Our findings provide panels of tissue‐specific transcriptional markers of CR that can be used to identify novel CRMs, and also represent the first comparative molecular analysis of several potential CRMs in multiple tissues in mammals.

## Introduction

CR without malnutrition of micronutrients has been known for decades to profoundly increase lifespan and healthspan in multiple strains of laboratory rodents (Weindruch & Walford, 1988). More recent studies in model organisms (Taormina & Mirisola, 2014) and nonhuman primates (Mattison *et al*., 2012; Colman *et al*., 2014) also provide support for increased survival or prevention of age‐related pathology in these widely diverse animal models. Accordingly, there is strong interest in translating these findings to human aging. However, several recent studies suggest that the effects of CR on aging are complex. Different mouse strains respond differently to CR, ranging from life extension to life shortening (Liao *et al*., 2010). The positive effect of CR on lifespan in mouse strains appears to be correlated with maintaining the level of adiposity under CR, and efforts to identify genes that mediate these effects are ongoing (Liao *et al*., 2011). There is also interest in understanding if CR and genetic interventions that increase survival actually reduce rates of aging at the molecular level. Gene expression profiling studies of multiple tissues in aging mice have shown that CR initiated in early to mid‐life delays age‐related gene expression changes, suggesting a delay in aging at the molecular level (Park *et al*., 2009). A recent study based on the analysis of age‐dependent mortality rates suggests that CR delays aging at early ages, but is associated with a pattern that resembles a compression of the aging process in the late component of the lifespan (Koopman *et al*., 2016). Thus, the mechanisms of action of CR remain unclear, and understanding how different tissues and strains of mice respond to this dietary intervention is likely to be useful in understanding how CR impacts the aging process.

Two major, interrelated CR research directions are the following: (i) the identification of mechanisms which underlie CR's favorable health outcomes and (ii) the discovery of agents which may mimic at least some of the desirable outcomes of CR in subjects fed a normal caloric intake. The development of CR mimetics (CRMs) is important because the widespread practice of CR itself is unlikely to be practical in humans. An early consideration of how to approach the identification of CRMs focused on metabolic interventions (Weindruch *et al*., 2001). This metabolic theme proved to be a productive avenue for the discovery of CRMs based on a recent review of the subject (Roth & Ingram, 2015).

CRMs, in large part, are either drugs or phytochemicals. Drugs tested in long‐term studies for their ability to mimic aspects of CR in mice are the glycolytic inhibitor 2‐deoxy‐D‐glucose (Minor *et al*., 2010), the antidiabetic drug metformin (Martin‐Montalvo *et al*., 2013), and the mitochondrial uncoupler 2,4‐dinitrophenol (Caldeira da Silva *et al*., 2008). Both metformin and 2,4‐dinitrophenol studies reported favorable effects of these treatments on longevity and other consequences of aging, yet 2‐deoxy‐D‐glucose displayed cardiac toxicity and early mortality despite mimicking some of the metabolic effects of CR. Regarding phytochemical compounds, the most widely studied compound shown to mimic CR is resveratrol. Interestingly, high‐dose resveratrol does not appear to extend longevity of lean (genetically normal) mice (Pearson *et al*., 2008; Miller *et al*., 2011). However, we reported that mice from a long‐lived strain treated from 14 to 30 months of age with either a relatively low dose of resveratrol or CR showed fewer signs of cardiac aging than age‐matched controls (Barger *et al*., 2008b), implying positive effects on healthspan. Furthermore, there was striking mimicry of CR‐induced transcriptional shifts by resveratrol in heart, muscle, and brain in old animals. These conflicting observations suggest that CRMs may have tissue‐specific effects in aging and that a tissue‐specific screening strategy may be useful in evaluating CRMs.

In this study, we utilized a gene expression profiling approach to identify robust tissue‐specific transcriptional markers of CR that were significantly altered in expression in the majority of mouse strains tested. We focused on heart, gastrocnemius, white adipose tissue (WAT), and brain neocortex. Using quantitative PCR, we then screened seven candidate CRMs for their ability to influence the expression of some of the novel CR transcriptional markers *in vivo*. We also measured the effects of the candidate CRMs on previously characterized, nontranscriptional CR biomarkers. Our study identifies multiple transcriptional markers of CR in several tissues and provides the first comparative analysis of several putative CRMs on different tissues in mammals.

## Results

### Identification of gene expression biomarkers of CR in multiple mouse strains

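Gene expression in epididymal white adipose tissue (WAT) was measured on Affymetrix Mouse Gene 1.0 ST arrays in 112 male mice, 1 mouse per array, with 8 mice on the control diet and 8 on caloric restriction (CR) in each of 7 strains. B6C3F1/J is a hybrid of C57BL/6 and C3H mice and the other strains are inbred. The values are log2 signals per probe set that the authors made with the gene-level RMA-Sketch algorithm in Expression Console, which corrects background, normalizes the arrays to a common distribution and summarises the probes of each probe set. The array medians lay between 6.72 and 6.86, and the correlation between 2 arrays, taken across genes, lay between 0.930 and 0.993. The number of arrays limits the precision of each group mean. Of 35556 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 12146 were not listed with a gene. As in the paper, only the probe sets of 1 gene were kept, and for the 999 genes with several of them the one with the highest mean signal was taken, which left 19938 genes. CR was compared with the control diet by limma on the log2 values, in 1 model of the 14 groups for effects across strains and in a separate model of 16 arrays for each strain. Heart, gastrocnemius muscle and neocortex were not analysed here.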

We placed 2‐month‐old mice of seven mouse strains (C3H/HeJ, CBA/J, DBA/2J, B6C3F1/J, 129S1/SvImJ, C57BL/6J, and BALB/cJ) under either a CR regimen or control diet feeding for 3 months (Experimental Procedures) and performed whole‐genome gene expression profiling of selected tissues (WAT, gastrocnemius muscle, heart, and neocortex), measuring 448 distinct gene expression profiles in total. While CR effects on transcription varied by tissue and by strain, statistical analysis identified many genes with consistent across‐strain CR effects in each tissue. 

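On average over the 7 strains, CR changed the expression of 8753 genes in WAT, 4359 higher and 4394 lower, at a limma p under 0.05 after Benjamini-Hochberg adjustment. This balance depends on the scaling of the arrays, with 5086 higher and 3825 lower when each array was centred on its median and 4848 and 4356 with quantile normalization. Elovl6, a fatty acid elongase, rose by 2.26 on the log2 scale (SE 0.13, adjusted p = 7.3e-28 from limma). Its log2 signal was 12.10 ± 0.28 (SD, n = 8 mice) on CR and 8.71 ± 0.38 (SD, n = 8) on the control diet in C57BL/6J. In DBA/2J it was 12.31 ± 0.44 on CR and 11.42 ± 0.62 on the control diet (SD, n = 8 each). Acly, which makes cytosolic acetyl-CoA from citrate, rose by 2.21, the fructose transporter gene Slc2a5 by 2.19, the elongase gene Elovl3 by 1.86 and Mogat2, an acyltransferase of triacylglycerol synthesis, by 1.75. Thrsp, Adcy10, Scd2 and Tkt rose by 1.57 to 1.75, and the limma adjusted p of these genes lay between 9.2e-29 and 8.9e-15. Among genes past the threshold with the same sign in all 7 strains, the largest decrease was in Atp6v0d2, a subunit of the vacuolar proton pump. Its log2 change was -1.89 (SE 0.15, adjusted p = 2.0e-20 from limma). The imprinted gene Peg3 followed with -1.87 and the matrix glycoprotein gene Thbs1 with -1.86. Sfrp5, a secreted inhibitor of Wnt signalling, changed by -1.59, the pantetheinase gene Vnn1 by -1.55 and Tm4sf19 by -1.47. The cytochrome P450 genes Cyp4a12a and Cyp4a12b, close paralogs whose probes may not separate them, changed by -1.77 and -1.49. The size of the effect differed between strains for 3789 genes by limma's F-test at an adjusted p under 0.05, and Elovl3 ranged from 0.22 in 129S1/SvImJ to 3.54 in C3H/HeJ (adjusted p = 0.00010). Marker genes of the epididymis were raised in 10 CR arrays and 3 control arrays, and without the 14 arrays that stood apart on these markers or on their principal components 8935 genes changed.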

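Genes of macrophages and of the extracellular matrix were lower on CR. Of 23 macrophage markers measured, 22 were lower, 0 were higher and Cd163 did not pass the test (22 lower when adjusted over the list alone). Gpnmb, a glycoprotein of lipid-laden macrophages, had a log2 change of -1.77 (SE 0.11, adjusted p = 7.2e-27 from limma), the integrin gene Itgax -1.45, Mpeg1 -1.23 and the lysosomal protease gene Ctss -1.19. The mean log2 signal of the markers in B6C3F1/J was 8.77 ± 0.19 (SD, n = 8 mice) on CR and 10.15 ± 0.27 (SD, n = 8) on the control diet. In BALB/cJ it was 8.66 ± 0.34 on CR and 8.71 ± 0.16 on the control diet (SD, n = 8 each). Averaged over the strains, the mean of the markers differed by -0.78 between CR and control mice (SE over strains 0.19) and was lower on CR in 7 of 7 strains. Of 21 genes of collagens and matrix, 19 were lower, Col4a2 was higher and Col6a1 did not pass the test (19 lower and 1 higher when adjusted over the list alone). Markers of adipose fibroblasts and progenitors, cells that make matrix, were also lower in 6 of 8 cases and higher in 0, with a mean log2 change of -0.17 (adjusted p = 0.43 with an estimated correlation). Among the matrix genes Mmp12, the elastase of macrophages, had a log2 change of -1.67, the cross-linking enzyme gene Lox -0.67 and the metalloproteinase gene Mmp14 -0.61. Set against all other genes by limma's camera with an estimated correlation, these shifts had adjusted p values of 0.064 for the macrophage markers and 0.071 for the matrix genes. Cd68, 1 of the 23 markers, was also picked by the study on these arrays.

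**Figure D1:**
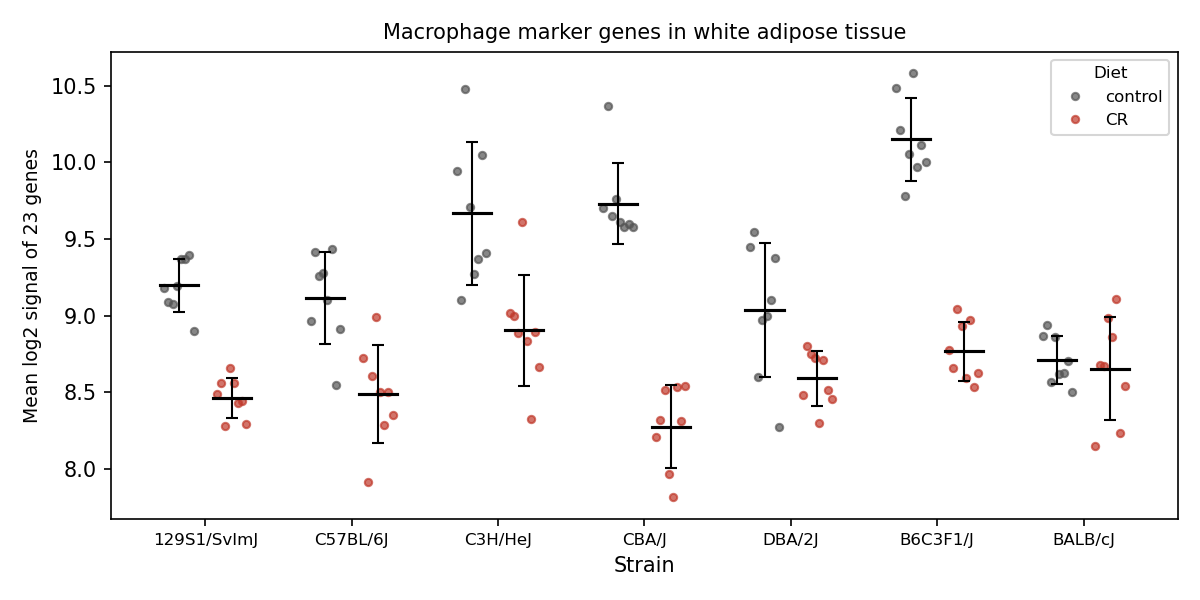
Mean log2 signal of 23 macrophage marker genes (vertical axis) in WAT of each mouse by strain (horizontal axis). Grey points are mice on the control diet and red points mice on CR, with bars for the mean ± SD of 8 mice. In B6C3F1/J the means are 10.15 on the control diet and 8.77 on CR, and in BALB/cJ 8.71 and 8.66.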

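In 129S1/SvImJ mice the insulin-regulated glucose transporter gene Slc2a4 rose by 1.42 on the log2 scale (SE 0.065, adjusted p = 1.9e-10 from limma), and Zim1, an imprinted gene, changed by -2.92 (SE 0.14). In C57BL/6J Elovl6, the gene of a fatty acid elongase, rose by 3.39 (SE 0.15, adjusted p = 8.7e-10 from limma) and Enc1 changed by -1.48. Thrsp, a regulator of fatty acid synthesis, rose by 2.80 in B6C3F1/J, where Synpo2 changed by -1.11. In C3H/HeJ the red cell membrane gene Gypc rose by 0.78 and the adenylyl cyclase gene Adcy5 changed by -1.39. In CBA/J Srpx2 changed by -2.02 and Adap2 by -1.54, while Egln3, a prolyl hydroxylase, rose by 1.09 and Ppargc1a, a coactivator of mitochondrial genes, by 0.65. In DBA/2J Tmem45a rose by 1.24 (adjusted p = 0.0024 from limma), the transcription factor gene Klf15 rose by 0.53 and Emp1 changed by -1.06. In BALB/cJ the smallest p was that of Ugt2b5, which conjugates glucuronic acid, with a log2 difference of -0.96 (SE 0.16, adjusted p = 0.15 from limma), so that it missed the adjusted threshold. For each strain, limma was fitted to its own 16 arrays, the probe set of a gene with several was the brightest in those arrays, and lists were taken at an unadjusted p under 0.01. The two-sided Student t-test on the raw signal scale, which the statistical supplement names, was run beside it.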

For each strain, we identified genes displaying an uncorrected Student's *t*‐test *P*‐value < 0.01 when comparing CR vs. control diet, independent of the magnitude or direction of the fold change. We then considered CR to have significantly altered a gene's expression if that gene populated sufficiently many of these primary, strain‐specific lists. There were only 25 genes commonly changed by CR in at least 5/7 strains in heart, and 87 genes commonly changed by CR across at least 4/7 strains in heart (Table S1, Supporting information). There were more common changes in gastrocnemius muscle as compared to heart, 143 genes changed in expression in at least 5/7 strains (Table S2, Supporting information). 

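By limma, 472 genes had a p under 0.01 in at least 6 strains, of which 281 were higher on CR, 190 were lower and 1 had significant strains of both signs. With the Student t-test in place of limma there were 419 such genes, and 377 were in both selections. By the Student t-test 9 genes passed the threshold in all 7 strains. By limma 25 genes did, whose names were looked up after their values were seen. They include Acly, Scd2 and Me1 of fatty acid synthesis, Gpd1 of glycerol phosphate synthesis, the complex I genes Ndufa8 and Ndufs6, the mitochondrial ribosome genes Mrpl48 and Mrps15 and the proteasome genes Psmb7 and Psmd13, all higher on CR. The 4 that were lower are Sesn2, which responds to nutrient stress, the clock repressor gene Nr1d1, the chemokine gene Cxcl12 and the scaffold gene Slc9a3r2. Me1, the malic enzyme that supplies NADPH, rose by 1.87 in B6C3F1/J (adjusted p = 7.5e-10 from limma) and by 0.64 in DBA/2J, where its adjusted p was 0.074. Of the multistrain genes, 430 passed in every strain except BALB/cJ and 42 passed in BALB/cJ. In 239 of them the size of the effect differed between strains by limma's F-test, and 444 had the same sign in all 7 strains. All arrays in 1 model gave 784 genes and weights per array gave 1351. Without BALB/cJ, 455 genes had a p under 0.01 in all 6 other strains and 1226 in at least 5 of them. With BALB/cJ kept, 1250 genes did so in at least 5 strains. Requiring an adjusted p under 0.05 in 6 strains gave 113. Without the arrays that stood apart there were 389, and 307 of the 472 were among them.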

Common changes among strains were most abundant in WAT, with 413 genes changing in expression in at least 6/7 strains (Table S3, Supporting information). In cerebral neocortex, there were no genes that changed in expression in five or more strains, and there were only six and 22 genes changed in expression in 4/7 and 3/7 strains, respectively (Table S4, Supporting information). These multistrain, CR‐associated genes exhibited relatively high expression compared to the full transcriptome (Data S1: Fig. SS‐1, Supporting information), and the direction of significant CR effects (up vs. down) was consistent over strains (Data S1: Table SS‐4, Supporting information).

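Of the 472 multistrain genes selected by limma, 453 (96.0%) had a mean log2 signal over all arrays above the median of the other genes. Their median log2 signal was 9.30, against 7.11 for the other genes. Fasn, the fatty acid synthase gene, was among the brightest genes named here, with a mean log2 signal of 13.03, and the glycolytic genes Aldoa and Ldha had 12.82 and 12.55. In 471 of these genes every significant strain had the same sign. The exception was Tmem45a (the 3 genes named before it were chosen after their values were seen), which was higher in DBA/2J and lower in CBA/J (log2 change -0.22, adjusted p = 0.038 from limma). With the selection by the Student t-test, 407 of 419 genes (97.1%) lay above the median and 417 had 1 sign. Where only genes above the median of all probe sets entered the selection, the share above the median of the other genes was 80.2%.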

Transcriptome‐wide error‐rate control was achieved by requiring a gene to be on sufficiently many strain‐specific lists, even though *P*‐values defining the primary strain‐specific gene lists were not corrected for multiple comparison. We determined the number of genes that would be expected to show extreme *t*‐statistics in multiple strains by chance alone, that is, if the effects of CR in different mouse strains are in fact unrelated [Data S1: Fig. SS2, Supporting information]. Under this strain‐independence hypothesis, the expected values of the number of identified genes were very low (0.9, 0.3, 0.8, and three genes for heart, gastrocnemius, adipose tissue, and cerebral neocortex for the 4/7, 5/7, 6/7, and 3/7 strain possibilities mentioned above for each tissue). 

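If the 7 strains were independent, the shares of genes past p under 0.01 in each strain by limma would place 1.00 gene in at least 6 strains by chance, from the Poisson-binomial distribution, against the 472 selected. Among these, genes of fatty acid synthesis such as Fasn and Acaca, genes of complex I such as Ndufs4, and macrophage genes such as Tyrobp and Clec7a passed in 6 strains. Fasn rose by 0.87 over the strains (SE 0.059, adjusted p = 5.8e-25 from limma). Tyrobp, an adaptor of myeloid receptors, had a log2 change of -0.94 and the lectin receptor gene Clec7a -0.90, and Fasn, Tyrobp and Clec7a were chosen after their values were seen. The strains do not share mice, so no control array entered more than 1 strain's list. From an expectation this low, the paper reasons that the requirement of several strain-specific lists controls the error rate across the transcriptome, although the p-values that define each list are not corrected.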

As an alternative approach, we combined data from all strains and used two‐way analysis of variance (ANOVA) to obtain a gene‐specific false discovery rate of an across‐strain CR effect. All genes identified by the multistrain *t*‐test rule were also highly significant by the ANOVA rule, for heart, gastrocnemius, and adipose tissue, respectively [Data S1: Fig. SS3, Supporting information]. 

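Each of the 472 multistrain genes was also changed across strains, with a largest adjusted p of 2.6e-10 from limma and of 5.3e-10 from the two-way analysis of variance on the log2 values, both with Benjamini-Hochberg adjustment. The smallest mean log2 change among them was 0.19 in size and the median 0.50. Genes that met the across-strain test but not the multistrain rule included Cpt1a, the carnitine transferase that controls entry of fatty acids into mitochondria, with a log2 change of -0.43 (SE 0.038, adjusted p = 2.7e-18 from limma) and the same sign in 7 strains. Lep, the leptin gene, had a log2 change of -0.51 (SE 0.066) and Ucp1, the uncoupling protein of brown fat, rose by 0.61 (SE 0.15), each with the same sign in 7 strains.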

Only one gene of the 22 genes from the 3/7 strain selection in cerebral neocortex was not highly significant based on this approach (Data S1: Fig. SS3, Supporting information). Across tissues, excluding cerebral neocortex, the genes identified as having across‐strain CR effects showed strong differential expression signatures in control vs. CR mice [Data S1: Figs SS5–SS8, Supporting information].

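A score was computed for each mouse as the mean log2 signal of genes that rose on CR minus that of genes that fell, with the genes chosen only in the other strains by limma. A gene entered the score of a strain when its p was under 0.01 in at least 5 of the other 6 strains. Acly, Mogat2, Scd2 and Me1 entered for each strain as genes that rose, Sesn2 and Nr1d1 as genes that fell, and for 129S1/SvImJ 294 genes rose and 201 fell. In 129S1/SvImJ, C57BL/6J, C3H/HeJ, CBA/J and B6C3F1/J each of the 8 CR mice scored above every control mouse (exact permutation p = 0.00016 in each, two-sided, the smallest that 8 against 8 mice can give, Benjamini-Hochberg adjusted p = 0.00022). The score in B6C3F1/J was 0.95 ± 0.21 (SD, n = 8) on CR and -0.78 ± 0.15 (SD, n = 8) on the control diet, and in CBA/J 1.14 ± 0.17 and -0.24 ± 0.29. In DBA/2J it was 0.67 ± 0.17 on CR and 0.05 ± 0.28 on the control diet, and 6 of the 8 CR mice lay above every control mouse (exact permutation p = 0.00047, adjusted p = 0.00054). The score was chosen after the data were seen.

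**Figure D2:**
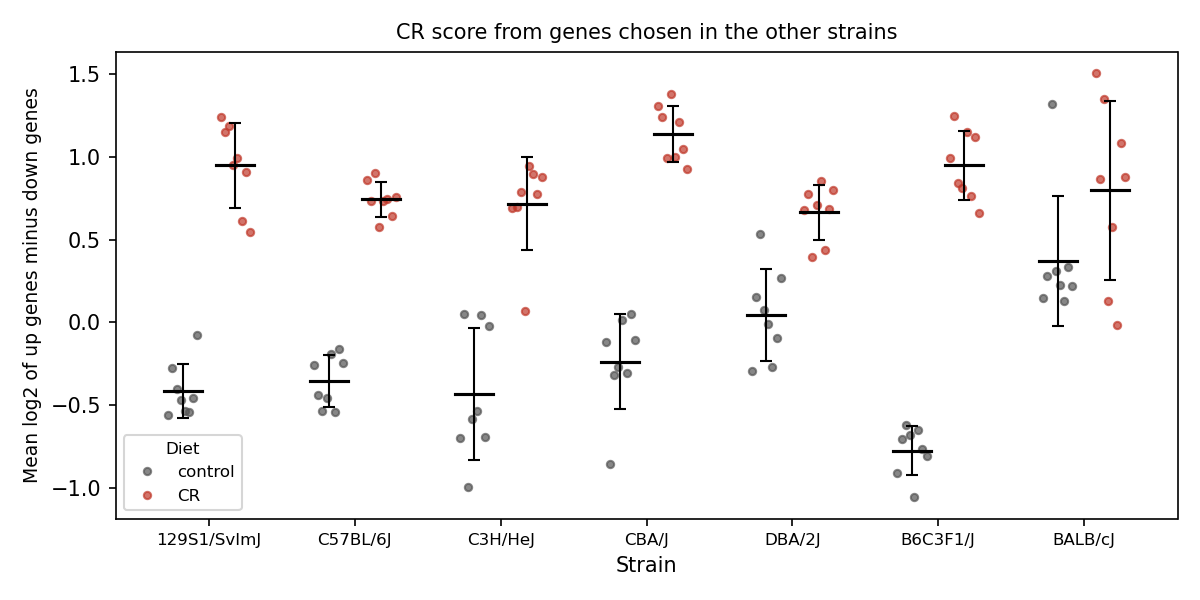
Score of each mouse (vertical axis, mean log2 signal of genes that rose minus that of genes that fell in the other strains) by strain (horizontal axis). Grey points are mice on the control diet and red points mice on CR, with bars for the mean ± SD of 8 mice. In B6C3F1/J the means are 0.95 on CR and -0.78 on the control diet, and in BALB/cJ the groups overlap, with 1 control mouse at 1.32.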

A pattern of tissue‐specific response to CR in WAT, gastrocnemius muscle, and heart was observed across strains, wherein CR induced the greatest overall number of changes in gene expression in WAT, followed by gastrocnemius muscle, with heart showing generally the fewest changes in expression (Table S5, Supporting information; Data S1: Figs SS‐3 and SS‐4, Supporting information). The BALB/cJ strain tended to show the fewest changes in expression overall, which reflected the observation that this is the only strain that did not show a significant reduction in body weight in response to CR (Fig. S1, Supporting information).

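BALB/cJ mice showed a smaller change on CR in macrophage genes than the mean of the other strains. The difference in effect, BALB/cJ minus the other strains, passed limma's test at an adjusted p under 0.05 for 647 genes, and in 592 of them the change in BALB/cJ was the smaller in size. With diet labels permuted within strains after the mean CR effect was subtracted, 4 of 100 splits, the real one included, gave as many genes. The difference was 1.47 on the log2 scale for the macrophage gene Mpeg1 (SE 0.21, adjusted p = 1.3e-06 from limma), 1.30 for Apobec1, 0.80 for the cholesterol exporter gene Abcg1, 0.76 for Vhl and 0.40 for the ion channel gene Piezo1, all lower on CR over the strains. It was -0.75 for the clock gene Per3 (SE 0.12, adjusted p = 1.4e-05 from limma), -0.95 for Dennd2d, -0.48 for the clock output gene Hlf, -0.31 for Maco1 and -0.30 for Stk35, all higher on CR over the strains. The median log2 change of the 23 macrophage markers was -0.09 in BALB/cJ and -0.86 in the other strains (adjusted p = 0.021 from camera with an estimated correlation). For the 18 measured genes of fatty acid synthesis it was 0.70 in BALB/cJ and 1.02 in the others (adjusted p = 0.82 with an estimated correlation). At an unadjusted limma p under 0.01, 316 genes changed in BALB/cJ, 1204 in DBA/2J and 3329 to 6158 in the others. With limma fitted to the 16 arrays of BALB/cJ, no gene passed an adjusted p under 0.05 and 1500 had an unadjusted p under 0.05. At the adjusted threshold the other test used within strains also gave 0 and weights per array gave 9. The replicate number as a block gave 6 and the model of all arrays 272. The BALB/cJ count depended on single mice, left out in turn after the data were seen: it was 1367 without control mouse 3, with 38 past the adjusted threshold, and 598 without CR mouse 6. The score built from the other strains was 0.80 ± 0.54 (SD, n = 8) on CR and 0.37 ± 0.39 (SD, n = 8) on the control diet in BALB/cJ (exact permutation p = 0.092, two-sided). Mean control scores in the other strains lay between -0.78 and 0.05, on genes chosen anew for each strain. Whether the smaller change in BALB/cJ follows from its control level was not tested.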

### Identification of common gene sets affected by CR in heart, gastrocnemius, adipose tissue, and cerebral neocortex of multiple mouse strains

We performed gene‐set enrichment analysis (Bonferroni‐corrected *P*‐value < 0.05, Z score larger than 4.34) to identify Gene Ontology (GO) terms that were overrepresented among the multistrain CR‐associated genes (Figs 1 and S2–S4, Supporting information, and Data S1: Tables SS5–SS8, Supporting information). 

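In place of Gene Ontology terms, whose annotation was not used here, 40 lists of genes of pathways and cell types were compared with the 472 multistrain genes. By Fisher's exact test, 13 lists held more of them than expected at a Benjamini-Hochberg adjusted p under 0.05. Set against all other genes by their change over the strains, 0 of the 40 lists passed camera with an estimated correlation. Fatty acid synthesis had 13 of 18 measured members among them against 0.43 expected (adjusted p = 1.9e-16, Fisher's exact test), and glucose uptake and glycolysis had 9 of 13 against 0.31 (adjusted p = 2.8e-11). Cholesterol synthesis had 6 of 17 (adjusted p = 8.5e-06, Fisher's exact test), with Fdps, Lss, Pmvk, Fdft1 and Mvk higher on CR and Hmgcs1, which makes the precursor of mevalonate, lower. The proteasome had 8 of 33 (adjusted p = 5.1e-06, Fisher's exact test), among them Psmd14 and Psmb5. The macrophage markers had 7 of 23, namely Gpnmb, Itgax, Mpeg1, Cd68, Tyrobp, Clec7a and Lyz1, all lower. Antioxidant enzymes had 4 of 20, with the mitochondrial enzymes Sod2, Prdx3 and Txn2 higher and Gpx1 lower. Triacylglycerol synthesis had 3 of 11, adipocyte transcription factors had Srebf1, Mlxipl and Klf15 of 12, and collagens and matrix had Thbs1, Mmp12 and Mmp14 of 21 (adjusted p = 0.039, Fisher's exact test). Genes that are lower on CR, taken alone, gave 2 lists, macrophage markers and collagens and matrix. The test treats genes as independent, which genes of 1 pathway are not. It was also not matched for expression, and 96.0% of the multistrain genes lay above the median signal of the other genes. High expression of the listed genes may therefore account for part of these counts.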

Figure 1 summarizes dominant functional categories in adipose tissue from among the 150 GO terms found to have significant overrepresentation. For example, the 413 CR‐associated genes in WAT (changing in expression in at least 6/7 strains) contain 71 genes encoding the GO term *mitochondrial components*. 

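Nearly all of the listed genes of the respiratory chain and of the mitochondrial ribosome were higher on CR over the strains. Of 35 measured genes of complex I, 35 were higher (35 when adjusted over the list alone), and Ndufb6 rose by 0.55 (SE 0.044, adjusted p = 3.3e-20 from limma), Ndufs1 by 0.54 and Ndufa11 by 0.48. Of 34 genes of complexes III and IV and ATP synthase, 33 were higher and 0 lower (33 when adjusted over the list alone), and Cyc1 rose by 0.51, Cox5a by 0.50 and Atp5pb by 0.49. Mitochondrial ribosome genes were higher in 68 of 71 cases and lower in 0 (70 higher when adjusted over the list alone), and Mrps22 rose by 0.69, Mrpl50 by 0.54 and Mrpl12 by 0.52. The median log2 change was 0.31 for complex I, 0.31 for complexes III and IV and ATP synthase and 0.24 for the mitochondrial ribosome. Set against all other genes by camera with an estimated correlation, each of these lists had an adjusted p of 0.064. Among the multistrain genes there were 9 genes of complex I (adjusted p = 8.8e-07, Fisher's exact test), 8 of complexes III and IV and ATP synthase (adjusted p = 5.6e-06) and 10 of the mitochondrial ribosome (adjusted p = 2.8e-05). Camera with its preset correlation called 18 of the 40 lists, a number that random splits of the mice within strains also reached, and with an estimated correlation 0 lists, with 10 at an unadjusted p under 0.05.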

Other dominant GO terms in adipose tissue with CR are *organophosphate metabolic processes*,* carboxylic acid metabolic processes*, and *carbohydrate metabolic processes*. All of these categories show overlap with the *mitochondrial part* GO term, as shown in Fig. 1. 

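Genes that turn glucose into fatty acids were higher on CR along the pathway. Of 18 genes of fatty acid synthesis, 16 were higher, 0 were lower and Elovl5 and Scd1 did not pass the test (18 higher when adjusted over the list alone). Besides Elovl6, Acly and Scd2, the citrate carrier gene Slc25a1 rose by 0.99 (SE 0.068, adjusted p = 2.8e-24 from limma), Pnpla3 by 0.96, the transcription factor gene Mlxipl by 0.84 and Pgd of the pentose phosphate pathway by 0.76. The mean log2 signal of the 18 genes in B6C3F1/J was 12.00 ± 0.19 (SD, n = 8 mice) on CR and 10.30 ± 0.15 (SD, n = 8) on the control diet. Averaged over the strains, their mean rose by 1.09 (SE over strains 0.15, higher in 7 of 7 strains, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 2.2e-05), by a test chosen after the data were seen. Set against all other genes by camera with an estimated correlation, the list had an adjusted p of 0.064. Of 13 genes of glucose uptake and glycolysis, 12 were higher and 0 lower (12 when adjusted over the list alone), and Pkm rose by 0.80, Pfkl by 0.73 and Pgk1 by 0.67. Pfkp, the platelet form of phosphofructokinase, had a log2 difference of -0.0012 (adjusted p = 0.98 from limma). All 21 genes of pyruvate dehydrogenase and the citric acid cycle were higher (21 when adjusted over the list alone), and Pdhb rose by 1.10 (SE 0.078), Dlat by 1.0, Pdha1 by 0.83 and Pdhx by 0.82. In triacylglycerol synthesis 8 of 11 genes were higher, with Gpd1 at 0.70, Agpat2 at 0.62 and Gpam at 0.53, and 3 were lower, namely Pck1 at -0.46, Aqp7 and Gpat3 (8 higher and 3 lower when adjusted over the list alone). With an estimated correlation, camera gave an adjusted p of 0.064 for glycolysis, 0.071 for the citric acid cycle and 0.34 for triacylglycerol synthesis.

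**Figure D3:**
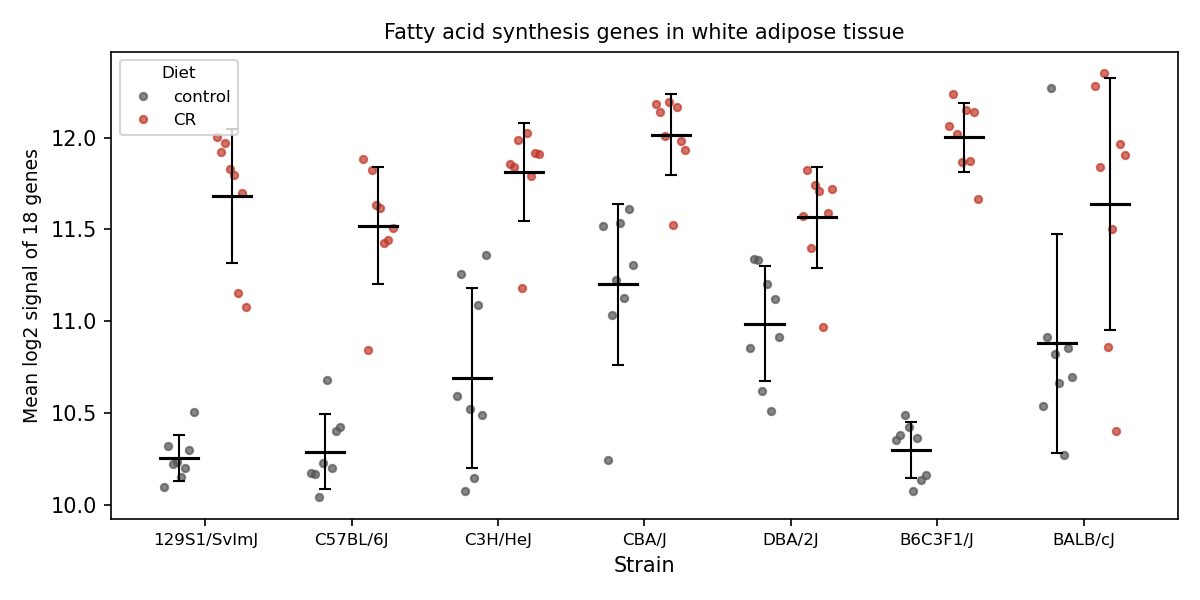
Mean log2 signal of 18 genes of fatty acid synthesis (vertical axis) in WAT of each mouse by strain (horizontal axis). Grey points are mice on the control diet and red points mice on CR, with bars for the mean ± SD of 8 mice. In B6C3F1/J the means are 10.30 on the control diet and 12.00 on CR, and in BALB/cJ 10.88 and 11.64.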

Dominant GO terms in the heart (Fig. S2, Supporting information) were *single‐organism catabolic processes*,* GTP binding, mitochondrial part*, and *transition metal ion transport*. In gastrocnemius muscle (Fig. S3, Supporting information), dominant GO terms were *lipid metabolic process*,* protein oligomerization*,* I‐band*, and *cellular response to insulin stimulus*. Complete listings of GO terms can be found in the Data S1: Tables S8–S11 (Supporting information). 

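In WAT, 13 of 17 measured genes of fatty acid beta-oxidation were higher on CR, 1 was lower and 3 did not pass the test (13 higher and 1 lower when adjusted over the list alone). As a list they did not pass against all other genes (adjusted p = 0.51 from camera with an estimated correlation), and 0 of them were multistrain genes. Acadvl, which starts the oxidation of very long chains, rose by 0.45 (SE 0.048, adjusted p = 2.7e-14 from limma), Hadhb by 0.33 and Hadha by 0.32, and the lower gene was Cpt1a. Of 19 peroxisome genes, 13 were higher and 2 lower (13 and 2 when adjusted over the list alone), and Pex16 rose by 0.57, Pex11a by 0.43 and Abcd3 by 0.40. Of 14 genes of brown and beige adipocytes, 6 were higher and 0 lower (6 when adjusted over the list alone), namely Ucp1, Ppargc1a, Elovl3, Cidea at 1.0 (SE 0.12, adjusted p = 2.5e-13 from limma), Cox7a1 at 0.75 and Cox8b at 0.71, while the markers Prdm16, Dio2 and Tmem26 did not pass the test. Cs, the citrate synthase gene, rose by 0.51 (SE 0.041, adjusted p = 2.0e-20 from limma) in 7 of 7 strains. Set against all other genes by camera with an estimated correlation, the adjusted p was 0.34 for peroxisome genes and 0.48 for brown and beige adipocyte genes.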

Although there are clearly tissue‐specific responses to CR, induction of gene sets involved in mitochondrial function and energy metabolism are major components of the CR transcriptional response in these three tissues, as previously noted by us (Barger *et al*., 2015) and others (Plank *et al*., 2012) in studies analyzing multiple CR DNA microarray datasets.

**Figure 1:**
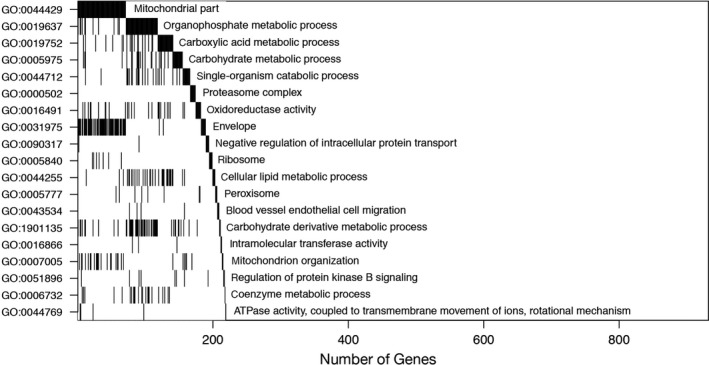
Graphical summary of gene‐set enrichment analysis of genes altered in expression in WAT in response to CR. The ‘waterfall plot’ was constructed by finding the significant (Bonferroni‐corrected *P*‐value < 0.05, Z score larger than 4.34) GO term having the largest overlap with the list of genes significantly changed with CR in multiple strains (mitochondrial part GO:0044429, 71 genes) and placing it in the top row of the figure. We next removed these genes from the list and found the significant GO term having the highest overlap with the remainder of the list (organophosphate metabolic process GO:0019637, 58 genes). The process was repeated as long as new significant GO gene sets described as‐yet‐undescribed genes in the list. Genes identified by this sequential process are counted along the *x*‐axis, and the overlap between the GO terms can be visually assessed. Shading under the ‘waterfall’ component of the graph indicates genes that were also annotated to previously named categories. The sequential coverage calculation identifies a dominant set of significant GO terms. For a full list of significant gene sets and associated z scores in adipose tissue, see Data S1: Table SS4 (Supporting information).

### Quantitative RT–PCR analysis of a subset of genes

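On the arrays, 10 of the 11 genes that were taken to qPCR in WAT were measured here, and all 10 passed limma's test across strains at an adjusted p under 0.05. These genes were chosen by the authors on these arrays, so their direction is not independent evidence. Acss2, which makes acetyl-CoA from acetate, rose by 1.61 (SE 0.11, adjusted p = 3.7e-25 from limma), Parm1 by 1.55, the mitochondrial glycerol phosphate dehydrogenase gene Gpd2 by 1.41, the acetyl-CoA carboxylase gene Acaca by 1.30 and Me1 by 1.21. Slc2a4, the glucose transporter gene, rose by 0.92 (SE 0.058), Nampt, an enzyme of NAD synthesis, by 0.57 and the complex I gene Ndufs4 by 0.45. The macrophage gene Cd68 had a log2 change of -1.18 (SE 0.076, adjusted p = 4.5e-26 from limma) and Ifi27l2a, an interferon-stimulated gene, -1.35 (SE 0.11). The log2 signal of Cd68 in CBA/J was 9.60 ± 0.38 (SD, n = 8 mice) on CR and 11.73 ± 0.27 (SD, n = 8) on the control diet. In BALB/cJ it was 10.08 ± 0.48 on CR and 10.26 ± 0.30 on the control diet (SD, n = 8 each). The effect differed between strains by limma's F-test for 7 of the 10 genes, and in BALB/cJ it differed from the mean of the other strains for Cd68 (adjusted p = 0.00015), Nampt (adjusted p = 0.0015) and Slc2a4 (adjusted p = 0.042). BALB/cJ control mouse 3 stood far from its group for Nampt and Slc2a4, but not for Cd68. Whether the differences for Nampt and Slc2a4 hold without that mouse was not tested.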

We selected 7, 10, and 11 transcriptional markers of CR in heart, gastrocnemius muscle, and WAT, respectively, for validation by qPCR (selection criteria described in Experimental Procedures). The effect of CR on these genes was highly consistent across three biological replicate samples as well as three technical replicates (Table S6, Supporting information). These panels of tissue‐specific CR transcriptional markers were then used in the screen of CR mimetics. Genes identified in neocortex were not analyzed by qPCR as there were too few genes that were consistently changed in expression by CR in multiple strains.

### Screening putative CRMs

For evaluation of CRMs, C57BL/6J mice were fed the putative CRM compounds (bezafibrate, resveratrol, 2‐4, DNP, quercetin, pioglitazone, metformin, L‐carnitine, dosages listed in Experimental Procedures) for 3 months, starting at 2 months of age. Of the seven transcriptional markers of CR identified and validated by qPCR in heart, neither bezafibrate, metformin, quercetin, nor resveratrol significantly modulated any of these genes (Table 1). One gene (*Scd4*) was significantly increased in expression by 2–4 dinitrophenol (1.70‐fold) and by pioglitazone (1.64‐fold); however, this change was in the opposite direction as observed with CR (−5.53‐fold). Only L‐carnitine significantly modulated three of the biomarkers in the same direction as CR in the heart (*Tfrc*,* Tuba8*, and *Chrna2*).

**Table 1:**
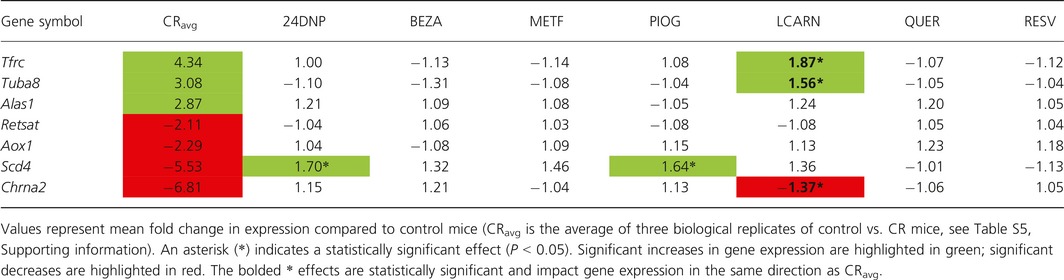
Ability of compounds to mimic the effects of CR on gene expression in a panel of seven transcriptional markers of CR in the heart evaluated by qPCR

For the 10 transcriptional markers of CR validated by qPCR in gastrocnemius muscle, pioglitazone, quercetin, L‐carnitine, and 2,4‐dinitrophenol had the greatest activity, modulating six, three, four, and three genes, respectively, in the same direction as CR (Table 2). However, pioglitazone, metformin, and quercetin, all modulated three genes in the opposite direction of CR; 2,4‐dinitrophenol, bezafibrate, and resveratrol each modulated two genes in the opposite direction of CR. Only L‐carnitine influenced genes consistently in the same direction as CR. For the 11 transcriptional markers of CR in WAT validated by qPCR, pioglitazone, L‐carnitine, quercetin, and 2,4‐dinitrophenol were the most active, modulating eight, seven, and six genes, respectively, in a manner consistent with CR. Pioglitazone and quercetin modulated two and one genes, respectively, in the opposite direction of CR. Bezafibrate, metformin, and resveratrol each modulated four genes in a manner consistent with CR, but no genes in the opposite direction of CR (Table 3). Based on this analysis, pioglitazone and L‐carnitine were the most active CR mimetics tested, altering the expression of 14 genes in total in the three tissues tested in a manner consistent with CR. Notably, pioglitazone modulated a total of six genes in the opposite direction of CR, whereas L‐carnitine did not modulate any genes in a manner inconsistent with CR mimicry.

**Table 2:**
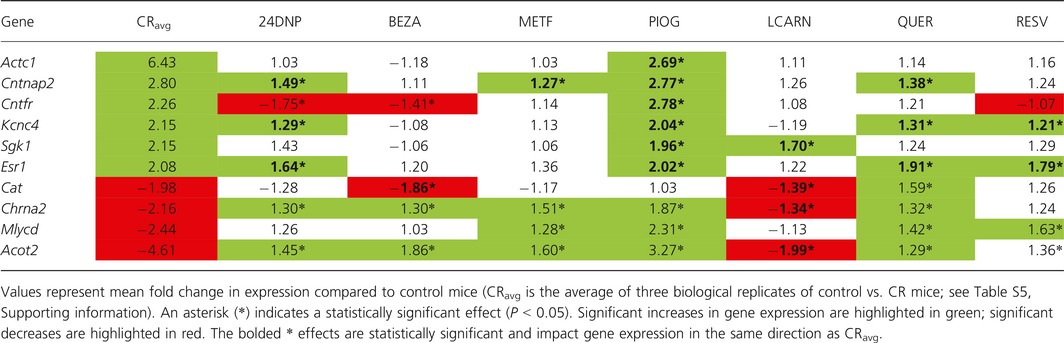
Ability of compounds to mimic the effects of CR on gene expression in a panel of 10 transcriptional markers of CR in the gastrocnemius muscle evaluated by qPCR

**Table 3:**
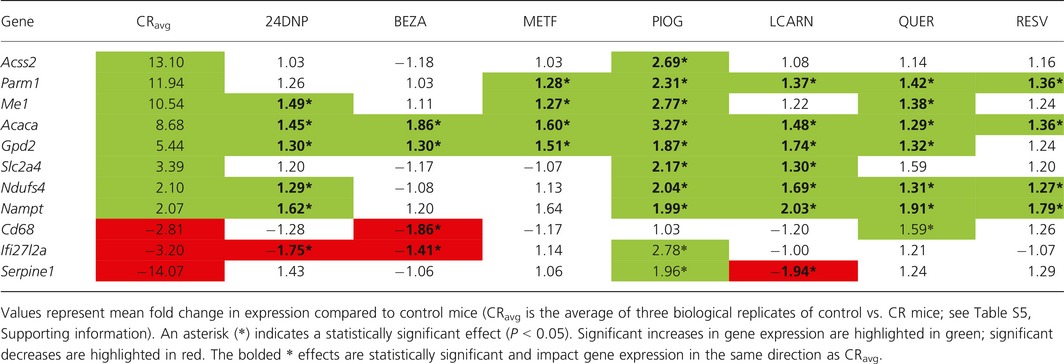
Ability of compounds to mimic the effects of CR on gene expression in a panel of 11 transcriptional markers of CR in epididymal WAT evaluated by qPCR

### CR mimicry in previously reported CR biomarkers

CR was the only intervention that induced a significant change in body weight over the course of the study (Figs 2 and S1, Supporting information). We previously reported induction of multiple energy metabolism transcripts and reduction in adipocyte size in CR mice (Higami *et al*., 2004; Barger *et al*., 2015). Alterations in adipocyte size and metabolism may be related to the previously reported increase in adiponectin and other adipocytokines in mice under CR (Wang *et al*., 2007). Adipocyte size was significantly decreased by CR, pioglitazone, and L‐carnitine (Fig. 3A,B). We observed an increase in citrate synthase (CS) activity in WAT, a marker of mitochondrial mass, in response to CR and in the pioglitazone group (Fig. 4A). CR also led to an increase in the abundance of the SIRT3 mitochondrial deacetylase in liver (Fig. 4B). However, pioglitazone, bezafibrate, and L‐carnitine all significantly decreased the abundance of SIRT3 (Fig. 4B,C).

**Figure 2:**
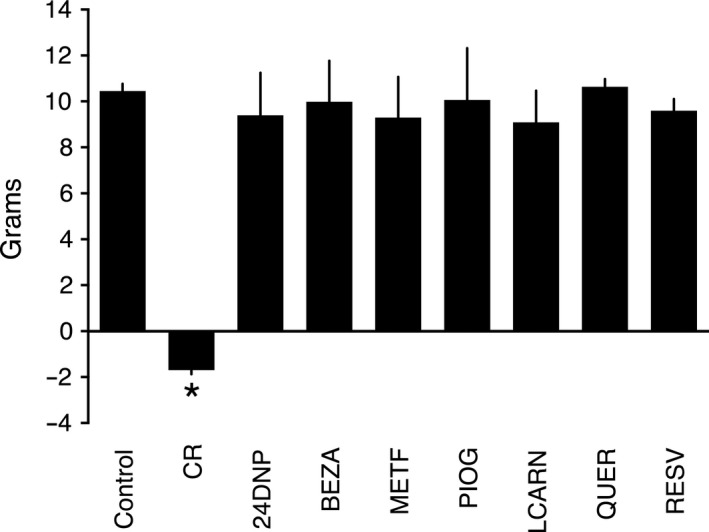
Change in body weight (22 vs. 8 weeks of age) in response to interventions. Relative to control mice, CR was the only intervention to significantly reduce body weight. Data represent means with standard error of the mean. *P < 0.05.

**Figure 3:**
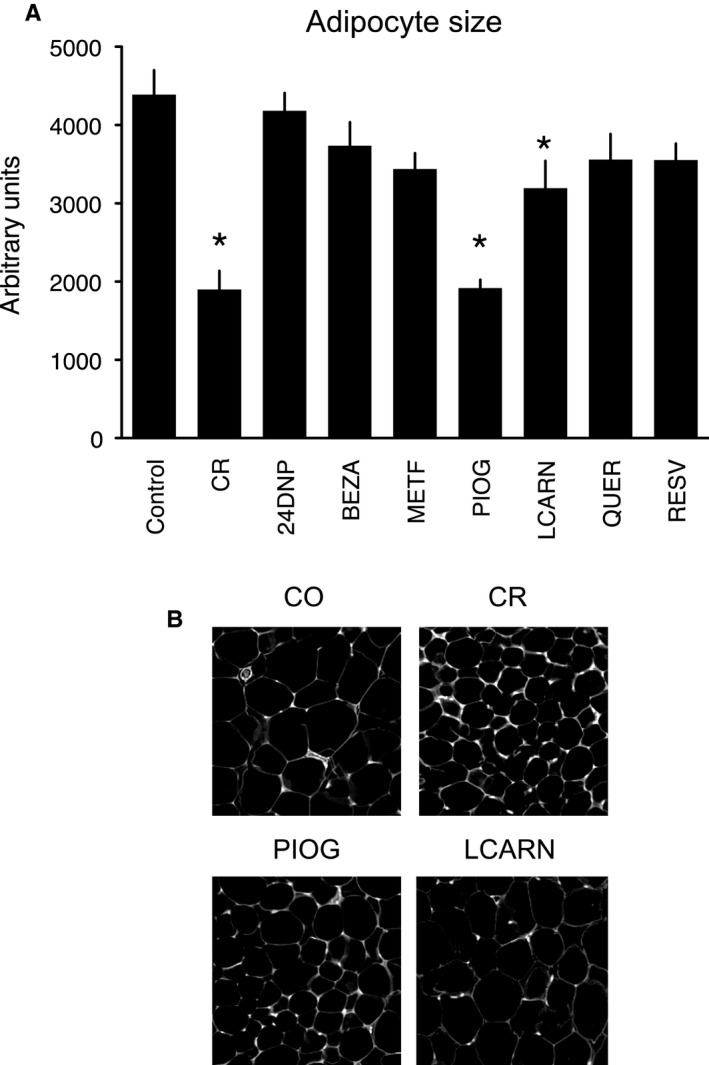
Change in adipocyte size in response to interventions. CR, PIOG, and LCARN reduced adipocyte size (A), and representative micrographs for these interventions are shown in (B). Data represent means with standard error of the mean. *P < 0.05. *n* = 5–6 per group.

**Figure 4:**
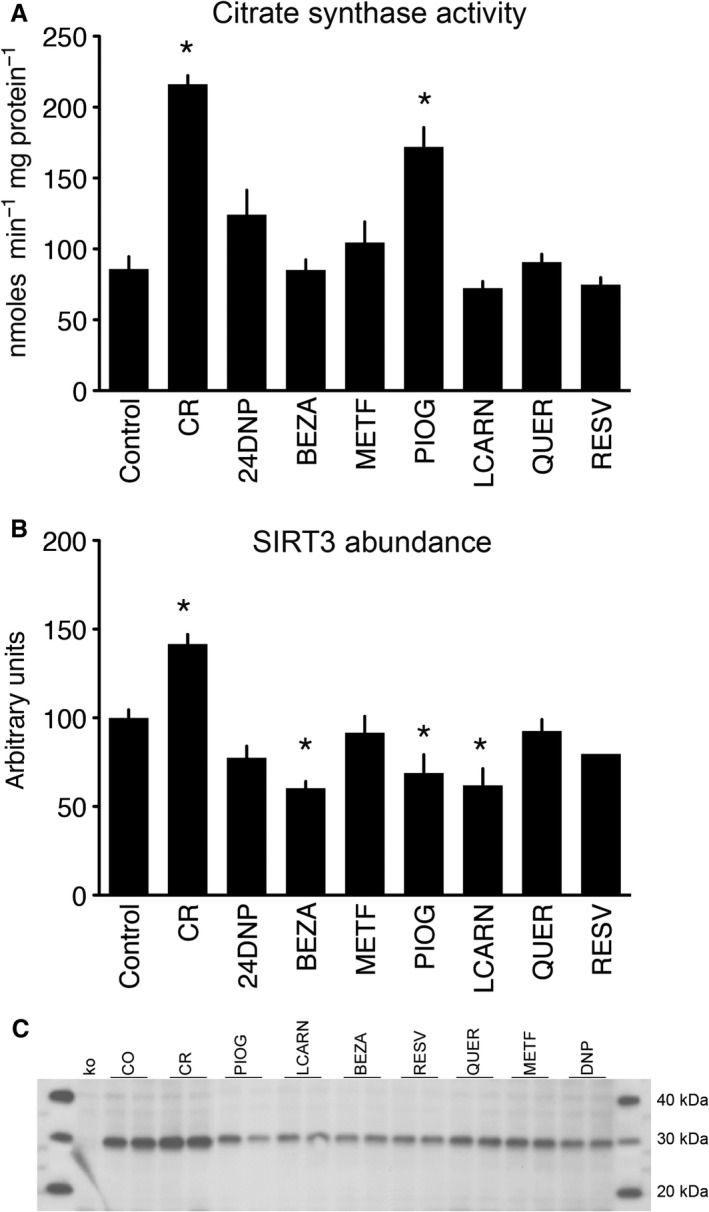
Effect of interventions on mitochondrial parameters. CR increased WAT citrate synthase activity (A) and increased the abundance of SIRT3 protein in liver (B). Only PIOG significantly mimicked the effect of CR, increasing citrate synthase activity. BEZA, PIOG, and LCARN all reduced levels of SIRT3 compared to control diet‐fed animals. Representative staining for SIRT3 (*n* = 2 samples per group) is shown in (C), along with molecular weight standards as well as a negative control from SIRT3 knockout mice (KO). Data represent means with standard error of the mean. *P < 0.05.

Finally, we measured the levels of three circulating biomarkers of CR. Glycated hemoglobin (HbA1c) is a marker of long‐term glucose levels and its level measured in whole blood was significantly decreased only by CR (Fig. 5A). A reduction in expression of transcripts involved in inflammation is a conserved feature of delayed aging by CR (Barger *et al*., 2015), and we observed two plasma markers of inflammation (TNF‐α and IFN‐γ) were decreased in the plasma of CR mice (Fig. 5B,C). These markers were also modulated by the compounds tested, wherein 2,4‐dinitrophenol, metformin, pioglitazone, quercetin, and resveratrol all significantly lowered IFN‐γ whereas pioglitazone significantly increased TNF‐α.

**Figure 5:**
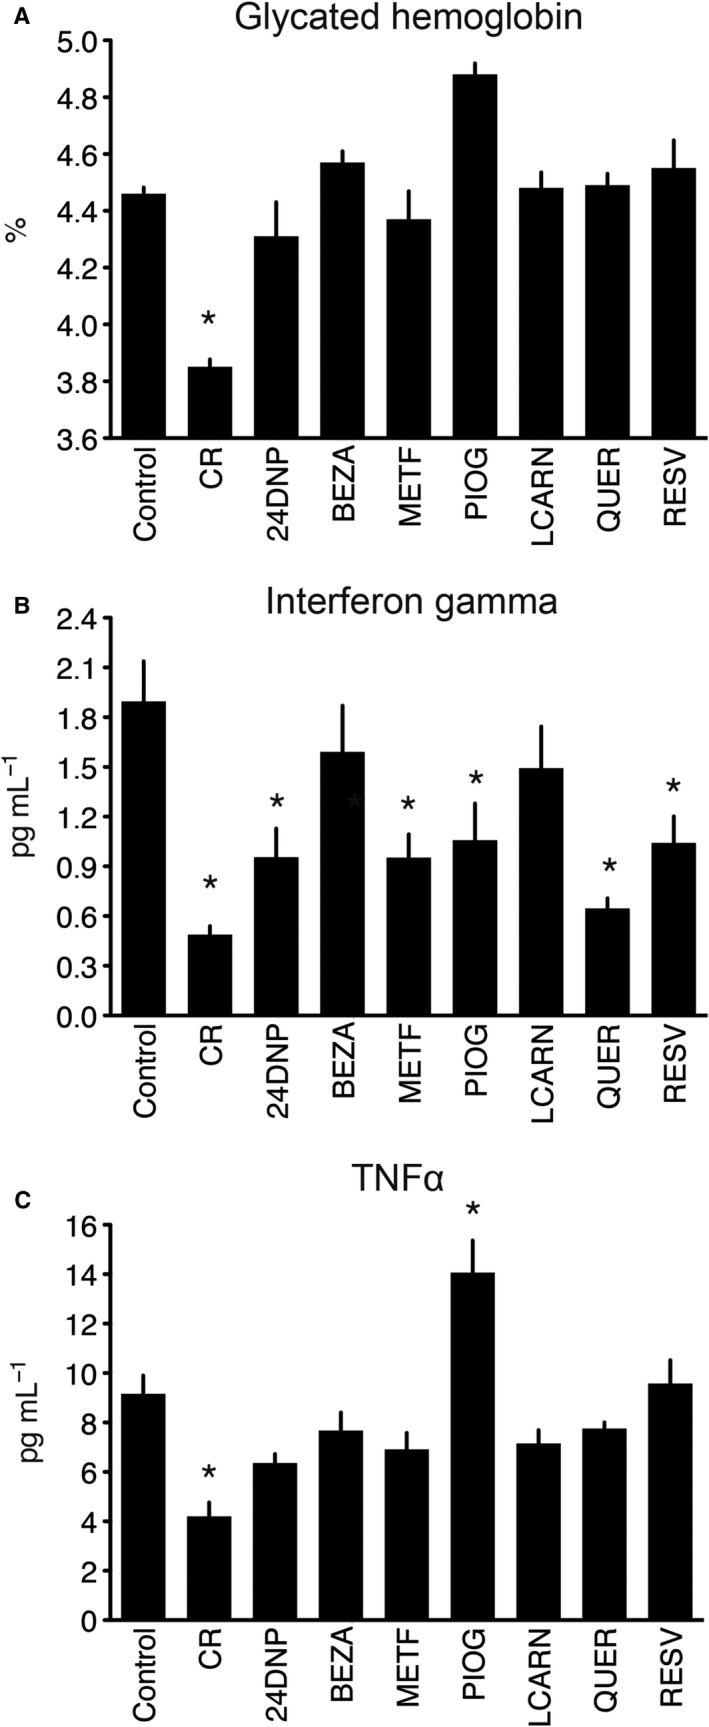
Effect of interventions on circulating biomarkers of CR. Glycated hemoglobin in whole blood (A), plasma interferon gamma (B), and plasma tumor necrosis factor α (C) were all significantly reduced by CR. Interferon gamma was also decreased by 24DNP, METF, PIOG, QUER, and RESV; however, PIOG significantly increased plasma tumor necrosis factor α. Data represent means with standard error of the mean, *n* = 10 mice per group; *P < 0.05.

## Discussion

A number of pathways have been associated with the health benefits of CR, leading to different proposals as to which pathways should be targeted by a CRM. The sirtuins, a class of NAD^+^‐dependent deacetylases, have been shown to mediate some of the effects of CR (Guarente, 2013), including lifespan extension (Satoh *et al*., 2013; Mercken *et al*., 2014; Mitchell *et al*., 2014), reduction in age‐related oxidative stress, and prevention of age‐related hearing loss (Someya *et al*., 2010). Studies in *C. elegans* suggest that induction of autophagy mediates some of the lifespan‐extending effects of CR (Morselli *et al*., 2010), and modulation of autophagy and its resulting depletion of cytosolic acetyl coenzyme A (acetyl‐CoA) have been proposed as a key target of CRMs (Mariño *et al*., 2014). One of the first suggested approaches for the design of CRMs has been modulation of energy metabolism, particularly through glycolytic inhibitors such as 2‐deoxy‐D‐glucose (Ingram & Roth, 2015). Other research suggests that mTOR inhibitors may mimic some of the effects of CR (Wilkinson *et al*., 2012), although recent studies question the relevance of these effects and the proposed shared mechanism with CR (Neff *et al*., 2013). Thus, a wide array of potential targets have been suggested to identify CRMs, and there is no universal agreement on what pathway(s) are the most relevant for CR mimicry.

Previous studies have identified genes and gene expression modules associated with CR in multiple mouse tissues, strains, and different species (Swindell, 2009; Plank *et al*., 2012; Collino *et al*., 2013; Barger *et al*., 2015). These studies have identified shared pathways activated or suppressed by CR, including a reduction in the expression of pro‐inflammatory genes, induction of genes involved in mitochondrial and energy metabolism, and alterations in the expression of genes involved in RNA metabolism. A metabolomic analysis has confirmed that gene expression changes across strains in metabolic genes in the liver are associated with expected biochemical changes in tissue and plasma (Collino *et al*., 2013). The current study is the first to examine gene expression of multiple mouse strains and tissues in a single, highly controlled experiment and with the same DNA microarrays. The use of transcriptional profiles to study the effects of CR and to identify CRMs does not require reliance on any specific pathway and has been previously used to show the overlap between the effects of CR and metformin in liver gene expression (Dhahbi *et al*., 2005) and the CR mimicry effects of resveratrol (Barger *et al*., 2008b), or a mixture of nutraceuticals containing resveratrol and quercetin (Barger *et al*., 2008a). More recently, this transcriptional approach was used to identify CRMs using a bioinformatics platform targeting modulation of CR‐induced transcriptional networks (Calvert *et al*., 2016). We opted to undergo an unbiased selection of robust transcriptional markers of CR, with the only selection criteria being consistency of effect on multiple mouse strains to avoid strain‐specific effects. Indeed, the identified genes represent a wide variety of biological processes, and most identified genes lack a clear functional link to CR at this time. It is noteworthy that there is minimal overlap between markers identified in different tissues (skeletal muscle, WAT, and heart), suggesting that the effects of CR (or at least its mediators) vary widely among different tissues. However, some general themes can be identified. It has been proposed that CR acts in part through depletion of intracellular acetyl‐CoA, which in turn induces autophagy (Mariño *et al*., 2014). Indeed, the highest level of induction of a CR transcriptional marker was observed for Acyl‐CoA synthetase short‐chain family member 2 (Acss2) in WAT (13‐fold induction), a gene involved in the production of intracellular acetate (Schug *et al*., 2015). Another transcriptional marker of CR in WAT is acetyl‐CoA carboxylase α (ACACA, 8.7‐fold induction with CR). In gastrocnemius muscle, we observed a reduction in the expression of acyl‐CoA‐thioesterase 2 (Acot2, 4.6‐fold), which localizes to the mitochondrial matrix and hydrolyzes long‐chain fatty acyl‐CoA into free fatty acids (FA) and CoASH, facilitating mitochondrial fatty acid oxidation (Moffat *et al*., 2014). Another transcriptional marker of CR in gastrocnemius muscle was malonyl‐CoA‐decarboxylase (Mlycd, −2.4‐fold change). Malonyl‐CoA‐decarboxylase regulates fatty acid biosynthesis and converts malonyl‐CoA to acetyl‐CoA. In heart, we observed reduced expression of stearoyl‐coenzyme A desaturase 4 (Scd4). SCD4 is a central enzyme in lipid metabolism that synthesizes monounsaturated fatty acids, and recent studies show that SCD4 has the ability to reprogram cardiac metabolism, thereby regulating heart function (Dobrzyn *et al*., 2015). It appears likely that alterations in tissue‐specific or organelle‐specific levels of acetyl‐CoA play an important role in these observed alterations in gene expression and may indeed be a central mechanism linking nutrient depletion, changes in gene expression, and long‐term health benefits of CR as previously proposed (Mariño *et al*., 2014).

One limitation of this study is the fact that the different mouse strains studied are likely to respond differently to CR as far as longevity or healthspan benefits. The DBA/2J strain in particular has been shown to have a shortened lifespan under some CR protocols (Fernandes *et al*., 1976; Forster *et al*., 2003), but not in others (Turturro *et al*., 1999). Thus, although our study has identified common transcriptional changes induced by CR in multiple mouse strains, the study does not address the long‐term effects of these transcriptional benefits on health and longevity outcomes in individual strains. Presumably, genetic background will have strong effects on whether specific transcriptional patterns lead to long‐term health benefits or not. Another limitation of our study is that we did not observe large‐scale CR‐induced changes in transcription in the brain neocortex, with only 22 genes changed in common in 3/7 strains. Furthermore, the fold change in expression of these 22 genes was inconsistent across strains (increased in some strains and decreased in other strains). These observations suggest that the brain, at least in young animals, is resistant to CR at the transcriptional level.

Following identification of these transcriptional markers of CR, we sought to use them to evaluate different phytochemical and pharmacological interventions thought to act as CRMs. Agents and doses were selected from the literature, and represent different categories of CRMs including modulators of mitochondrial metabolism (2,4‐dinitrophenol), glucose metabolism (pioglitazone, metformin), lipid metabolism (L‐carnitine, bezafibrate), and plant‐derived phytochemicals previously shown to mimic some of the health benefits of CR through multiple mechanisms (resveratrol, quercetin). Surprisingly, resveratrol, a compound previously reported to act as a CRM, did not appear to be strongly active, and in fact was not as active as the bioflavonoid quercetin. This may be due to the fact that in the current study a high dose of synthetic resveratrol was used. Alternatively, it may be that resveratrol has no effect in young mice, whereas it has been shown to exhibit CR mimicry in middle‐aged mice when fed at a much lower dose, from 14 to 30 months of age (Barger *et al*., 2008b). We previously reported that a nutraceutical mixture containing an even lower dose of resveratrol plus inositol hexaphosphate (IP6) and quercetin mimics gene expression profiles of CR in young mice fed from 2 to 5 months of age using a similar model (Barger *et al*., 2008b). In contrast, pioglitazone, an agonist of the lipid‐activated nuclear receptor PPARγ, and L‐carnitine, an amino acid involved in lipid metabolism, showed the strongest CR mimetic activity. We note that a previous study reported that agonists of lipid‐activated nuclear receptors are mimetics of CR (Corton *et al*., 2004). In that study, gene expression profiling of liver showed significant overlap between CR and agonists of lipid‐activated nuclear receptors. The beneficial effects of CR on liver protection from thioacetamide toxicity were shown to be dependent on lipid‐activated nuclear receptors, as shown with studies with PPAR‐α null mice (Corton *et al*., 2004). Our results extend these findings to additional tissues, indicating that lipid‐activated nuclear receptors may provide broad mimicry of CR. Indeed, pioglitazone not only impacted a large number of transcriptional markers of CR in a manner consistent with CR mimicry but also decreased adipocyte size, increased mitochondrial biogenesis as determined by citrate synthase activity, and reduced the level of the blood inflammatory marker IFN‐γ We note that pioglitazone increased blood levels of the inflammatory marker TNFα, which may be the result of toxicity. Surprisingly, the CR mimicry effects were observed despite no effect on glycated hemoglobin, a marker of blood glucose levels (Fig. 5A). Thus, one conclusion from this study is that many changes in gene expression mediated by CR do not require alterations in glucose levels.

L‐carnitine, an amino acid involved in lipid metabolism, altered the expression of 14/28 transcriptional markers of CR in a manner consistent with CR mimicry, and no markers were altered in a direction opposite of CR. Furthermore, L‐carnitine decreased adipocyte size and did not negatively impact inflammatory markers. L‐carnitine supplementation has previously been shown to improve markers of mitochondrial and metabolic function in aged rodents (Hagen *et al*., 1998; Noland *et al*., 2009) and has also been shown to improve some biochemical and functional parameters in the elderly (Malaguarnera *et al*., 2007; Badrasawi *et al*., 2016). In the heart, L‐carnitine appeared to have stronger activity than pioglitazone, as it altered the expression of three transcriptional markers of CR in a manner consistent with CR mimicry. Pioglitazone did not alter the expression of any transcriptional marker of CR in the heart in a manner consistent with CR mimicry. Thus, the activity of CRMs may be tissue specific, suggesting that combinations of CRMs may provide the best approach to achieve CR mimicry in multiple tissues.

We have previously shown that SIRT3, the major mitochondrial deacetylase, mediates at least some of the health benefits of CR in retarding aging (Someya *et al*., 2010) and that it does so by modulating energy metabolism, such as the urea cycle and fatty acid metabolism (Hallows *et al*., 2011), and enhancing the activity of enzymes that are involved in the antioxidant network, such as mitochondrial IDH2 (Someya *et al*., 2010). These effects may be a direct consequence of a mitochondrial energy metabolism reprogramming associated with the deacetylation of key mitochondrial proteins in response to higher Sirt3 levels induced upon CR. Surprisingly, none of the tested CRMs appeared to act by Sirt3 induction, as levels of Sirt3 in liver were not increased by these interventions. In fact, it is surprising that the levels of Sirt3 are actually reduced in liver by some of these compounds (Fig. 4B,C). It remains to be determined what molecular signal leads to the induction of Sirt3 upon CR. As CR was the only intervention that lowered glucose levels and is the only intervention that altered the organismal energetic balance through reduced food intake, it is possible that Sirt3 levels are a true reflection of the bioenergetic state of the cell and will not be easily modulated by CRMs (in the absence of CR). Interestingly, CS activity, a marker of mitochondrial mass and biogenesis, was induced by both CR and pioglitazone in adipose tissue (Fig. 4A). Therefore, increased mitochondrial mass induced by a CRM appears to be uncoupled from Sirt3 activation.

## Conclusions

There is growing interest in the identification of CRMs as a strategy to delay aging and increase human healthspan. Deciding what pathways or physiological assays are best suited for screening CRMs *in vivo* is challenging, as CR induces a large number of physiological adaptations, which may be tissue specific. We have identified panels of transcriptional markers of CR that are altered in expression by CR in multiple mouse strains in three important tissues (skeletal muscle, heart, and WAT). Importantly, we have shown that a drug that has strong activity in modulating CR transcriptional markers (pioglitazone) also modulates physiological measures of CR, such as reduced adipocyte size and mitochondrial mass. However, pioglitazone increased the levels of the inflammatory marker TNF‐α, a finding suggestive of drug side effects. The putative CR mimetic L‐carnitine, an amino acid involved in lipid metabolism, exhibited even stronger effects on CR transcriptional markers while modulating adipocyte size in a manner consistent with CR mimicry. These findings support the use of tissue‐specific, robust transcriptional markers of CR as an effective approach to screen and identify compounds that have the potential to mimic the beneficial effects of CR on lifespan and healthspan. We also note that based on the finding that different compounds display tissue‐specific CRM activity, it appears likely that stronger CR mimicry at the organismal level may be achieved by combining different CRMs.

## Experimental procedures

### Mice and diets

Male mice were purchased from Jackson Laboratories (Bar Harbor, USA) at 6 weeks of age and were individually housed in a pathogen free facility. From 6 to 8 weeks of age, mice were fed an AIN93M diet as one‐gram dustless precision pellets at a rate of 7/7/10 grams of food on Monday/Wednesday/Friday. At 8 weeks of age, mice were either maintained on the control diet or were assigned to a CR diet (see Supplemental methods for feeding details). For the studies of putative CR mimetics, male C57BL6/J mice were fed a control, CR, or a control diet supplemented with one of seven compounds from 8 to 22 weeks of age: 2,4‐dinitrophenol (24DNP; 1021 mg kg^−1^ diet; Sigma‐Aldrich, St. Louis, MO, USA); bezafibrate (BEZA; 100 mg kg^−1^ diet; Sigma‐Aldrich); metformin (METF; 1909 mg kg^−1^ diet; Sigma‐Aldrich); pioglitazone (PIOG; 100 mg kg^−1^ diet; Toronto Research Chemicals, Toronto, ON, Canada); L‐carnitine (1799 mg kg^−1^ diet; Lonza, Basel, Switzerland); quercetin (QUER; 510 mg kg^−1^ diet; Sigma‐Aldrich) Q4591); or trans‐resveratrol (RESV; 510 mg kg^−1^ diet; Sigma‐Aldrich). Doses of compounds to be included in diets were generally based on previous studies reported in the literature. 24DNP was based on the study of Reitman's group, which provided 800 mg L^−1^ of drinking water (Goldgof *et al*., 2014). Pioglitazone at 100 mg kg^−1^ diet resulted in a dosage of 10 mg kg^−1^ of body weight, a dose in between levels reported in two previous studies (Rodriguez *et al*., 2006; Thorp *et al*., 2007). Bezafibrate was initially fed at 500 mg kg^−1^ diet based on a previous study (Peters *et al*., 2003), but this dosage led to reduced food intake, and was subsequently reduced to 100 mg kg^−1^ diet. Metformin dosage was based on Dhahbi *et al*. (2005). Resveratrol dosage was based on Baur *et al*. (2006), and an identical dose of quercetin was used so that the activity of these two compounds could be compared. L‐carnitine dosage was partially based on a human study (Malaguarnera *et al*., 2007), and the equivalent mouse dose to a 1 g day^−1^ human daily intake was calculated using the method described in (Reagan‐Shaw *et al*., 2008).

At 22 weeks of age, mice were fasted overnight and euthanized by cervical dislocation and decapitation with collection of body cavity blood for determination of glycated hemoglobin. Tissues were collected and flash‐frozen in liquid nitrogen. Plasma inflammatory markers were measured in a separate set of mice that were treated identically, with the exception that mice were anesthetized by isoflurane inhalation and blood was collected by cardiac puncture. All procedures were approved by the Institutional Animal Care and Use Committee at the William S. Middleton Memorial Veteran's Hospital (Madison, USA).

### DNA microarray analysis and data filtering

For each of the seven strains, tissues from eight control and eight CR male mice were subjected to microarray analysis to identify transcriptional markers of CR in multiple strains**,** as described fully below and in the Data S1. RNA extraction, microarray analysis, and data preprocessing were performed as described previously (Barger *et al*., 2008b). Briefly, microarray analysis was performed using the Affymetrix Gene 1.0 ST array, and signal intensity data were generated from the Affymetrix Expression Console software using the gene‐level RMA‐Sketch algorithm (Irizarry *et al*., 2003). The resulting probe set data were filtered to remove probe sets not corresponding to a known gene, as well as probe sets corresponding to ambiguous and/or multiple genes. For those genes that were represented by multiple probe sets, we selected the probe set that had the largest signal intensity when averaged across the 16 arrays in that strain (eight control sample and eight CR samples for all strains and tissues, with the exception of DBA strain for which seven CR mice were used for heart analysis). The resulting data set yielded 20,067 unique transcripts that were used for analysis. The raw microarray data are freely accessible at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=claruggchnudtcj&acc=GSE75574

### Microarray data statistical analysis

A full description of statistical methods and analysis is reported in the Data S1. Briefly, custom scripts and Bioconductor tools (Huber *et al*., 2015) were written and deployed in RStudio (RStudio Team, 2015). Primary, strain‐specific gene lists were constructed by gene‐specific two‐sided *t*‐test *P*‐values < 0.01. The distribution on the number of genes predicted to exhibit a *t*‐test *P*‐value < 0.01 in multiple strains, assuming CR effects among strains are independent (null hypothesis), was computed as the sum of independent but not identically distributed Bernoulli trials, and thus subject to Poisson–Binomial sampling (Thomas & Taub, 1982; Data S1: Fig. SS‐2, Supporting information). False‐discovery‐rate control was assessed through a two‐way analysis of variance, combining CR and control data over all strains, within each tissue, and computing an FDR‐corrected *P*‐value for a main CR effect using Storey's *q*‐value (Storey, 2003; Data S1: Fig. SS‐3, Supporting information). Gene‐set enrichment analysis used 7108 GO terms annotating between 10 and 1000 mouse genes (Bioconductor annotation package org.Mm.e.g.db version 3.1.2) and random‐set enrichment computations as deployed in the R package *allez,* version 2.0.4 (Newton *et al*., 2007). Significance was declared at Bonferroni‐corrected *P*‐value 0.05 and required at least five CR‐associated genes within each identified GO term. Waterfall plots were constructed to visualize dominant GO terms (Figs 1 and S2–S4, Supporting information).

### Quantitative PCR

Quantitative RT–PCR was performed to confirm gene expression changes in a subset of genes, as well as to screen for the ability of interventions to mimic the effect of CR. We used the δ–δ Ct method to identify differential expression (Barger *et al*., 2008b), a complete list of qPCR primer assays for each gene is shown in Table S7 (Supporting information). We applied several criteria to select the subset of genes to be used in the qPCR analysis and subsequent screen of putative CR mimetics. When selecting genes, we gave preference to genes changed in a larger number of strains (e.g., a gene changed in 6/7 strains would be preferred over a gene changed in 5/7 strains), preference for a large fold change in expression in the majority of strains (<−1.4 or >1.4 on the microarray), and commercial availability of a quantitative RT–PCR (qPCR) primer assay. Although we did not specifically select genes on the basis of their known biological function, if there were multiple candidate genes with similar function, we selected the gene that more closely reflected the above selection criteria (e.g., *Tuba8* and *Tuba4a* were candidate genes in heart; however, we selected *Tuba8* for qPCR confirmation because it was changed in 6/7 strains and *Tuba4a* was changed in 5/7 strains). Genes meeting the above criteria were then analyzed for differential expression by qPCR in CO vs. CR C57BL6/J mice. For the CRM qPCR screen, C57BL6/J mice were used.

### SIRT3 abundance

SIRT3 abundance (*n *=* *8 mice per group) was measured in liver tissue by Western blotting using a SIRT3 rabbit monoclonal antibody (Cell Signaling Technology, Danvers, MA, USA). SIRT3 staining was measured by densitometry, and signal intensity was normalized to total protein staining on the blot.

### Citrate synthase activity

Citrate synthase activity (*n *=* *8 mice per group) was measured in WAT homogenates using the colorimetric method of Spinazzi *et al*. (2012).

### Adipocyte size

Adipocyte size (*n *=* *5–6 mice per group) was measured in formalin‐fixed WAT after hematoxylin and eosin staining. Sections were obtained from 5 to 6 mice per group, and adipocyte size was estimated by measuring 20–100 adipocytes per section.

### Glycated hemoglobin

Glycated hemoglobin (HbA1c (*n *=* *10 mice per group)) was measured using borate affinity ion‐exchange high‐performance liquid chromatography (Nuttall, 1998) at the Diabetes Diagnostic Laboratory at the University of Missouri Columbia (Columbia, SC, USA).

### Plasma cytokines

TNF‐α and IFN‐γ were measured in mouse plasma (*n *=* *10 mice per group) using the VPLEX Proinflammatory Panel from Meso Scale Diagnostics (Rockville, MD, USA).

### Other statistics

For qPCR assays, *t*‐tests were used to determine if a gene was differentially expressed in experimental vs. control‐fed mice (*P *<* *0.05). For all other measurements (body weight, adipocyte size, citrate synthase activity, SIRT3 abundance, HbA1c, and plasma cytokines), one‐way ANOVA was performed to evaluate if there was an overall effect of treatment; Dunnett's multiple comparison test was used for post hoc comparisons against control mice (*P *<* *0.05).

## Author contributions

JMV, NLC, and TDP performed experiments. AM, JLB, SMW, MAN, and SNH performed data analysis and interpretation. TAP, JLB, and RHW directed the research and wrote the manuscript.

## Conflict of interest

TAP and RW are cofounders of LifeGen Technologies, a company focused on developing interventions targeting the aging process. AM, SNH, and SMW are employed by Nu Skin Enterprises. TAP is a consultant to Nu Skin Enterprises and a member of its SAB. TAP also owns stock and is a consultant to CyteGen, a company focused on mitochondrial diseases.

## Funding

Research reported in this publication was partially supported by NIH grants R43AG034833 and RO1AG038679 to J.L.B and T.A.P, U54AI117924 to MAN, and by Nu Skin Enterprises.

## Supporting information

**Fig. S1** Average body weight at 22 weeks of age.
**Fig. S2** Graphical summary of gene set enrichment analysis of genes altered in expression in heart in response to CR.
**Fig. S3** Graphical summary of gene set enrichment analysis of genes altered in expression in gastrocnemius muscle in response to CR.
**Fig. S4** Graphical summary of gene set enrichment analysis of genes altered in expression in cerebral cortex in response to CR. Click here for additional data file.

**Table S1** List of genes changed (*P *< 0.01) by CR in at least 4/7 mouse strains in heart tissue. Click here for additional data file.

**Table S2** List of genes changed (*P *< 0.01) by CR in at least 5/7 mouse strains in gastrocnemius muscle. Click here for additional data file.

**Table S3** List of genes changed (*P *< 0.01) by CR in at least 6/7 mouse strains in epididymal WAT. Click here for additional data file.

**Table S4** List of genes changed (*P *< 0.01) by CR in at least 3/7 mouse strains in brain neocortex. Click here for additional data file.

**Table S5** Inter‐strain and inter‐tissue variability in the response to CR at the gene expression level. Click here for additional data file.

**Table S6** Reproducibility of qPCR. Click here for additional data file.

**Table S7** TaqMan primer assay identifiers that were used for qPCR analysis. Click here for additional data file.

**Data S1** Statistical supplement. Click here for additional data file.

# Supplementary material for: Identification of tissue‐specific transcriptional markers of caloric restriction in the mouse and their use to evaluate caloric restriction mimetics
**Source:** Aging Cell. 2017 May 26;16(4):750–60. doi: 10.1111/acel.12608
**Supplement:** Supplementary file 1 — Fig. S1 Average body weight at 22 weeks of age. Fig. S2 Graphical summary of gene set enrichment analysis of genes altered in expression in heart in response to CR. Fig. S3 Graphical summary of gene set enrichment analysis of genes altered in expression in gastrocnemius muscle in response to CR. Fig. S4 Graphical summary of gene set enrichment analysis of genes altered in expression in cerebral cortex in response to CR.

**Supporting Information**

**Supplemental Methods**

***Animal care and diets***

Details on calorie‑controlled feeding protocols have been described in detail elsewhere (Pugh et al., 1999). In this study, we adjusted the quantity of food provided for some strains based on previously‑observed body weight changes in response to CR. For the C3H/HeJ, CBA/J, DBA/2J and B6C3F1/J strains, we provided 7/7/10 grams of food on Monday / Wednesday / Friday to the CO mice and 5/5/8 grams of food (M/W/F) to the CR mice for the entire study (8-22 weeks of age). For the 129S1/SvImJ and C57BL/6J strains, CR mice received the same food allotment from 8-14 weeks of age, but starting at their 14th week, food allotment was further reduced to 4/4/6 grams of food (M/W/F). BALB/cJ rapidly lost body weight when provided a CR diet of 5/5/8 grams of food (M/W/F); accordingly, we adjusted food allotment in this strain such that CO mice received 9/9/13 grams and CR mice received 7/7/10 grams of food M/W/F.

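The allotments sum to 24 g of food per week for control mice and 18 g per week for CR mice in C3H/HeJ, CBA/J, DBA/2J and B6C3F1/J, which is 25% less. In 129S1/SvImJ and C57BL/6J the CR mice received 14 g per week in the later weeks, 41.7% less than the control mice of these strains. BALB/cJ mice received 31 g per week on the control diet and 24 g on CR, 22.6% less, so their CR mice were given as much food as the control mice of the other strains. All groups were kept on their diets from 8 to 22 weeks of age, and their arrays enter the comparison of CR with the control diet within each strain.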

***qPCR***

Aliquots of RNA were diluted to 20 ng μL^-1^ and gene expression was quantified using the TaqMan Gene Expression Assays shown in Table S7. RNA samples (*n*=8 mice per group) were analyzed in duplicate using EXPRESS One-Step SuperScript qRT-PCR Kit (Thermo Fisher Scientific, Waltham, USA) with total reaction volumes of 5 μL. The master mix contained 2.5 μL of EXPRESS qPCR SuperMix Universal, 0.5 μL of EXPRESS SuperScript Mix for One-Step qPCR, 0.25 μL of the appropriate TaqMan Gene Expression Assay and 0.15 μL of Ambion Nuclease-Free Water. The quantitative RT-PCR reactions were run on an Eppendorf Mastercycler ep realplex^2^ (Eppendorf North America, Hauppauge, USA). Threshold cycle (Ct) values were determined using Eppendorf software. The Ct for each sample was a calculation of the arithmetic mean of the duplicate values and changes due to the test diets were calculated using the δ‑δCt (delta-delta Ct) method (Barger et al., 2008a). To normalize for variations across assay plates, equal amounts of RNA from each control mouse (n=8) were used to make a pooled RNA sample, and four replicates of the pooled sample were analyzed on each plate. The average expression value of the pooled RNA from one plate was compared to the average expression of a second plate, and any difference in expression was used as a correction factor for all samples on the second plate.

***Western blotting***

Protein samples were extracted from approximately 20 mg of liver tissue using a Wheaton glass/glass tapered conical tissue grinder Powered by a SciLogex OS20-S overhead stirrer operated at 500 rpm (SciLogex, Berlin, USA). The extraction buffer, pH 7.9, consisted of 20 mM K-HEPES, 125 mM NaCl, 0.1% Igepal (NP-40), 0.1% Triton X-100, 1 mM EDTA, 1 μM Trichostatin A, 10 mM nicotinamide, and 1X protease/phosphatase inhibitors (Cell Signaling Technology Inc., Danvers, USA). Protein concentrations were determined using the Bio-Rad Quick-Start Bradford Assay Kit (Bio-Rad, Hercules, USA). Samples for electrophoresis consisted of 10 μg protein, 1X Laemlii sample buffer (Bio-Rad, Hercules, USA), 2.5% β-mercaptoethanol and water added to a final volume of 10 μl. Samples were heated to 70°C for 10 minutes and loaded on midi-size Bio-Rad Precast Criterion TGX Stain-free 4‑15% gels (Bio-Rad, Hercules, USA). Following electrophoresis, the gels were exposed to UV light for 45 seconds resulting in a covalent reaction between the trihalogen compound included in the gel and tryptophan residues in the protein samples. The resulting modified proteins fluoresced with exposure to UV light and were photographed using a BioSpectrum AC Imaging System (UVP, Upland, USA). Following transfer onto Trans-Blot Turbo Midi PVDF Transfer Packs (Bio-Rad, Hercules, USA), the intensity of protein staining in each lane of the blot was measured by densitometry using VisionWorks LS software (UVP) and served to correct for protein loading. Blots were washed for 5 min in TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween 20, pH 7.6) then blocked in 5% BSA (Cell Signaling Technology Inc., Danvers, USA) in TBST with agitation for one hour. Blots were incubated overnight with agitation in SIRT3 Rabbit monoclonal anti-body (Cell Signaling Technology Inc., Danvers, USA) diluted 1/3,000 in 5% BSA in TBST. Blots were then washed 5 times for 5 minutes each in TBST and incubated with agitation for one hour in anti-rabbit poly-HRP secondary antibody (Thermo Fisher Scientific, Waltham, USA) diluted 1/15,000. Following the incubation in the secondary antibody, blots were washed six times for five minutes each in TBST, then incubated with agitation for five minutes in SuperSignal West Pico enhanced chemiluminescent substrate (Thermo Fisher Scientific, Waltham, USA) and finally exposed to CL-XPosure X-ray Film (Thermo Fisher Scientific, Waltham, USA). Films were scanned and intensity of SIRT3 staining was analyzed using Image J software ([http://rsb.info.nih.gov/ij](http://rsb.info.nih.gov/ij/)), NIH, Bethesda, MD, USA).

***Citrate synthase activity***

Approximately 50 mg of adipose tissue was homogenized in 20 volumes of homogenization buffer consisting of 250 mM sucrose, 20 mM Tris pH 7.4, 40 mM KCL and 2 mM EGTA. Homogenates were centrifuged at 600g for 10 min at 4°C. Supernatants were collected and protein concentration was determined using the Bio-Rad Quick-Start Bradford Assay Kit. Samples were then subjected to three rapid freeze-thaw cycles. We used the method of Spinazzi et al. (Spinazzi et al., 2012), which measures the reaction between acetyl coenzyme A (acetyl CoA) and oxaloacetic acid to form citric acid. The hydrolysis of the thioester of acetyl CoA generates a thiol group (CoA-SH) which reacts with 5,5′-Dithiobis-(2-nitrobenzoic acid) (DTNB) to form a product which is measured spectrophotometrically at 410 nm. Following subtraction of non-specific baseline activity, citrate synthase activity is calculated using the extinction coefficient for DTNB (13.6 mmol min^-1^ mg^-1^) and the data is expressed as mmols^-1^ min^-1^ mg protein^-1^. The reactions consisted of 100 mM tris pH 8.0, 0.1% Triton X-100, 10 μM DTNB, 30 μM acetyl CoA and sample homogenates containing 15 μg protein. Samples were measured in duplicate. Volumes were adjusted to 185.6 μl per well with water, then baseline activity was read at 410 nm in the plate reader at 37°C once per minute for 10 minutes. The plate was then chilled on ice for 5 minutes before addition of oxaloacetic acid to a final concentration of 0.72 mM and a final volume of 200 μl per well. The chilled plate was placed in the spectrophotometer at 37°C to warm for 5 minutes and absorbance at 410 nm was read once per minute for 10 minutes.

**Fig. S1. Average body weight at 22 weeks of age.** Body weight was significantly (*p*<0.01) lower in all strains in response to CR except for the BALB/cJ strain (*p*=0.42). Data represent means with standard error of the mean.

**
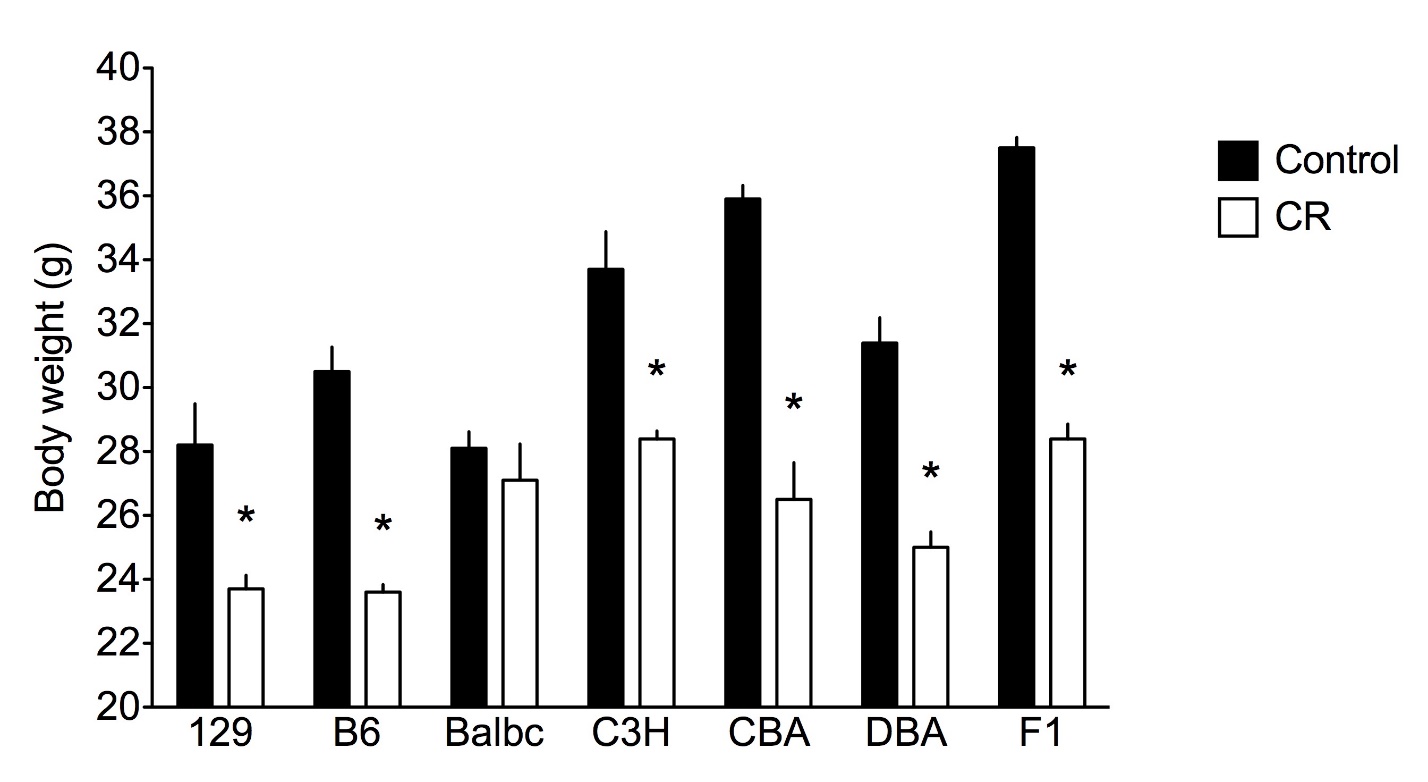
**

**Fig. S2. Graphical summary of gene set enrichment analysis of genes altered in expression in heart in response to CR**

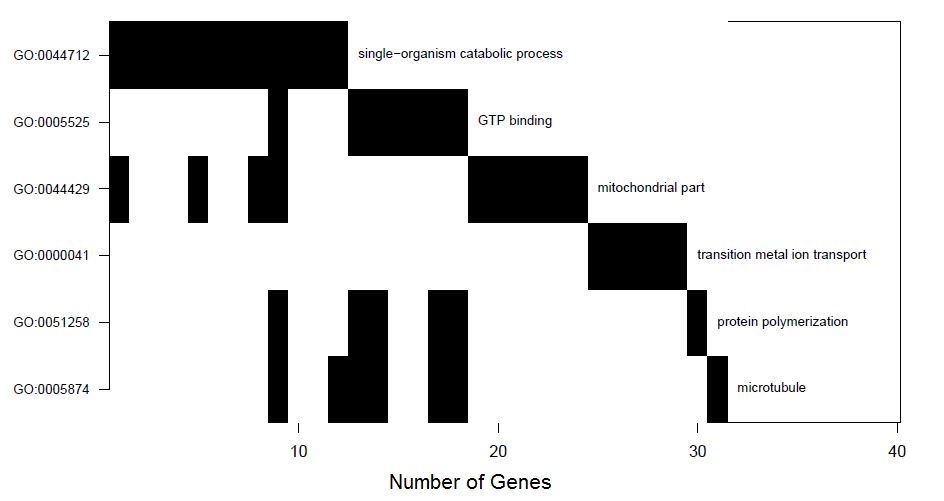

**Fig. S3. Graphical summary of gene set enrichment analysis of genes altered in expression in gastrocnemius muscle in response to CR**

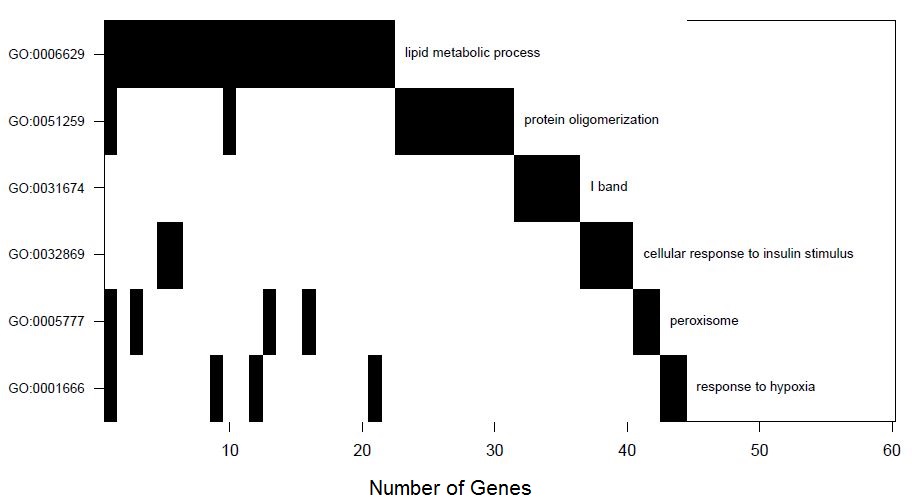

**Fig. S4. Graphical summary of gene set enrichment analysis of genes altered in expression in cerebral cortex in response to CR**

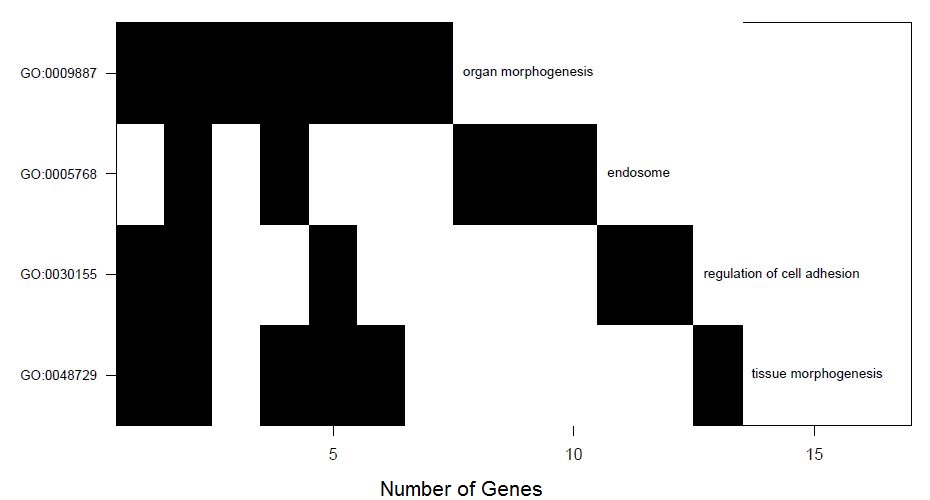

**Table S1.** List of genes changed (*p*<0.01) by CR in at least 4/7 mouse strains in heart tissue. Yellow or blue fill indicate genes that were significantly increased or decreased, respectively, in expression in response to CR. Genes indicated with “Y” in the “PCR” column represent those genes that were used for qPCR analysis.

**Table S2.** List of genes changed (*p*<0.01) by CR in at least 5/7 mouse strains in gastrocnemius muscle. Yellow or blue fill indicate genes that were significantly increased or decreased, respectively, in expression in response to CR. Genes indicated with “Y” in the “PCR” column represent those genes that were used for qPCR analysis.

**Table S3.** List of genes changed (*p*<0.01) by CR in at least 6/7 mouse strains in epididymal WAT. Yellow or blue fill indicate genes that were significantly increased or decreased, respectively, in expression in response to CR. Genes indicated with “Y” in the “PCR” column represent those genes that were used for qPCR analysis.

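Table S3 gives, for each gene of the list, its probe set, its symbol and a fold change and p-value in each strain. Of 412 rows in the copy used, 390 named a probe set that carries 1 gene in the annotation used here, and 360 of these had the same symbol.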

**Table S4.** List of genes changed (*p*<0.01) by CR in at least 3/7 mouse strains in brain neocortex. Yellow or blue fill indicate genes that were significantly increased or decreased, respectively, in expression in response to CR. Genes indicated with “Y” in the “PCR” column represent those genes that were used for qPCR analysis.

**Table S5.** Inter-strain and inter-tissue variability in the response to CR at the gene expression level. Each row represents the total number of genes changed in expression by CR (*p*<0.01).

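For WAT, the numbers of genes with an unadjusted limma p under 0.01 were 5707 in 129S1/SvImJ, 4159 in CBA/J and 3514 in C57BL/6J. By the Student t-test on the raw signal scale they were 6052 in B6C3F1/J, 5421 in 129S1/SvImJ, 4153 in CBA/J, 3624 in C57BL/6J, 3127 in C3H/HeJ, 1198 in DBA/2J and 226 in BALB/cJ. At a Benjamini-Hochberg adjusted limma p under 0.05 there were 6823 genes in B6C3F1/J, 6418 in 129S1/SvImJ, 4226 in CBA/J, 3333 in C57BL/6J, 3116 in C3H/HeJ, 177 in DBA/2J and 0 in BALB/cJ, where the Student t-test also gave 0. With all arrays in 1 limma model the last counts were 272 in BALB/cJ and 994 in DBA/2J, and DBA/2J had 10 by the Student t-test. Leaving out 1 array at a time moved the DBA/2J count to between 10 and 439. Genes were higher and lower on CR in 129S1/SvImJ with counts of 2877 and 2830, and 1699 were higher and 2460 lower in CBA/J. The median SD within groups over all genes was lowest in B6C3F1/J at 0.133 and highest in DBA/2J at 0.184, and it was 0.183 in BALB/cJ.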

**Table S6.** Reproducibility of qPCR. Each gene was tested in three independent cohorts of C57BL/6J mice subjected to the same CR extent and duration of CR (Biological replicates 1-3). Each gene was then assessed for technical variation by retesting two additional times with the same RNA sample (Biological replicates 3.2 and 3.3).

**Table S7.** TaqMan primer assay identifiers that were used for qPCR analysis.

# Supplementary material for: Identification of tissue‐specific transcriptional markers of caloric restriction in the mouse and their use to evaluate caloric restriction mimetics
**Source:** Aging Cell. 2017 May 26;16(4):750–60. doi: 10.1111/acel.12608
**Supplement:** Supplementary file 9 — Data S1 Statistical supplement.

# Statistical Supplement ^[[1]](#footnote-1)^

## Effects of caloric restriction on gene expression

Version: 2017-02-15.

**Supplementary to primary manuscript:** Barger et al., *Identification of Tissue-specific Transcriptional Markers of Caloric Restriction in the Mouse and Their Use to Evaluate Caloric Restriction Mimetics.*

The gene-expression data analyses summarized in the primary manuscript are presented here in further detail. These include differential expression between CR treated and control mice in various tissues and mouse strains, and gene-set enrichment analysis.

**Data:**  Expression profiles (20067 transcripts, after pre-processing) were available for 8 CR and 8 control animals in each of 7 mouse strains, giving 112 profiles in each of four tissues (heart, gastrocnemius, adipose, and cortex), and thus, in total, 448 genome-wide expression profiles. Quality control checks identified one array in heart tissue as unusually outlying, and it was removed from subsequent computations.

**CR-effects within strain:** As a first test for CR effects we performed t-test calculations separately within each tissue type and within each mouse strain, computing gene specific, raw scale, two-sided, Student t-tests to compare CR with control expression. Shown below are the numbers of genes that have uncorrected t-test CR p-value less than 0.01, for all tissues and strains.

Table SS-1: Numbers of genes by t-test: CR vs control, p<0.01

|  | adipose | heart | gastrocnemius | cortex |
| --- | --- | --- | --- | --- |
| Balb | 235 | 333 | 929 | 353 |
| DBA | 1217 | 262 | 1301 | 345 |
| 129 | 5406 | 2126 | 1523 | 369 |
| C3H | 3174 | 426 | 1062 | 100 |
| F1 | 6058 | 1342 | 793 | 124 |
| B6 | 3634 | 813 | 1652 | 415 |
| CBA | 4148 | 348 | 1185 | 754 |
|  |  |  |  |  |

Table SS-2: As a percentage of total number of genes

|  | adipose | heart | gastrocnemius | cortex |
| --- | --- | --- | --- | --- |
| Balb | 1.2 | 1.7 | 4.6 | 1.8 |
| DBA | 6.1 | 1.3 | 6.5 | 1.7 |
| 129 | 26.9 | 10.6 | 7.6 | 1.8 |
| C3H | 15.8 | 2.1 | 5.3 | 0.5 |
| F1 | 30.2 | 6.7 | 4.0 | 0.6 |
| B6 | 18.1 | 4.1 | 8.2 | 2.1 |
| CBA | 20.7 | 1.7 | 5.9 | 3.8 |

Note that in the absence of any CR effects the expected percentage in each case above is only $1\%$. These calculations show the large extent of tissue and strain specific CR effects. They don't reveal how consistent are these effects across strains, which is considered next.

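In WAT the share of all genes with an unadjusted limma p under 0.01 was 30.9% in B6C3F1/J, 28.6% in 129S1/SvImJ, 20.9% in CBA/J, 17.6% in C57BL/6J, 16.7% in C3H/HeJ, 6.04% in DBA/2J and 1.58% in BALB/cJ. Elovl6, the gene of a fatty acid elongase, shows the spread of effects between strains, with a log2 change of 3.47 in B6C3F1/J, 3.17 in 129S1/SvImJ, 2.01 in C3H/HeJ, 1.28 in CBA/J and 0.90 in DBA/2J (adjusted p = 4.8e-06 for a difference between strains, limma's F-test). The macrophage gene Gpnmb changed by -3.33 in CBA/J, -3.31 in B6C3F1/J, -0.98 in DBA/2J and -0.24 in BALB/cJ (adjusted p = 2.9e-10 for a difference between strains, limma's F-test).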

**Consistency across strains: the multi-t-test rule**

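In WAT, limma gave 9297 genes with a p under 0.01 in 0 strains, 4649 in 1 strain, 2253 in 2, 1471 in 3, 1018 in 4, 778 in 5, 447 in 6 and 25 in 7 strains. By the Student t-test on the raw signal scale the counts were 9546, 4419, 2272, 1508, 1079, 695, 410 and 9 in the same order. Of the 447 genes past the threshold in exactly 6 strains, 7 lacked CBA/J, 5 lacked DBA/2J, 3 lacked C57BL/6J, 2 lacked 129S1/SvImJ and the rest lacked BALB/cJ. The number that lacked only C3H/HeJ was 0, as was the number that lacked only B6C3F1/J.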

Tabulated here are the number of genes that have uncorrected t-test p-value less than 0.01 in various numbers of strains (rows).

Table SS-3: Significant CR vs control genes in multiple strains

|  | adipose | heart | gastrocnemius | cortex |
| --- | --- | --- | --- | --- |
| 0 | 9725 | 15901 | 14788 | 17854 |
| 1 | 4344 | 3077 | 3453 | 2000 |
| 2 | 2254 | 812 | 1038 | 185 |
| 3 | 1531 | 190 | 437 | 22 |
| 4 | 1056 | 62 | 208 | 6 |
| 5 | 744 | 19 | 90 | 0 |
| 6 | 408 | 6 | 48 | 0 |
| 7 | 5 | 0 | 5 | 0 |

We consider several selection rules to identify genes showing relatively consistent effects across strains. First, the *multi-t-test* rule asks that a gene have CR p-value less than 0.01 in at least $k/7$ strains, where we allow $k$ to vary owing to differences among tissues in global CR effects. We use $k=6$ (adipose), $k=4$ (heart) and $k=5$ (gastrocnemius), and thus identify 413 genes in adipose, 87 genes in heart, and 143 in gastrocnemius. The CR signal is much weaker in cortex; we would find 28 using $k=3$. Details on the genes with strong, consistent CR effects by the multi-t-test rule are shown in Tables S1-S4. We note that the genes selected by the multi-t-test rule are generally expressed above background levels (next section), and also that the gene lists carry a low false discovery rate (following sections).

**Expression relative to background:** Genes identified by the multi-t-test rule have expression levels that are relatively high compared to the rest of the transcriptome. The panels in Figure SS-1 show for each tissue the distribution (grey) of expression levels per gene (log2 scale, averaged over all arrays in that tissue). Highlighted (red) are histograms of the genes selected by the multi-t-test rule. Quantifying the relative expression levels in adipose, for example, 403, of the 413 selected genes exceed in average expression the median (over genes) average (over arrays) expression of non-selected genes.

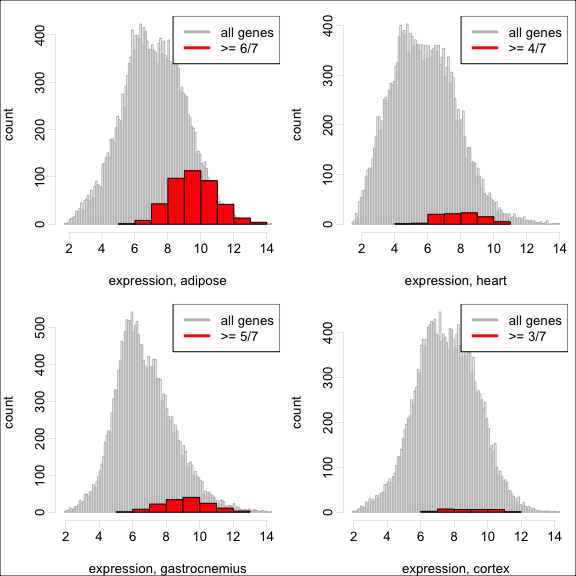

Figure SS-1: Average expression levels of all genes (grey) and genes selected by multi-t-test rule (red)

**Directional consistency:** CR effects are consistent in the sense that genes identified by the multi-t-test rule are usually either up by CR in all strains showing a significant change, or down by CR in all strains showing such change. Recall that the mult-t-test selection rule required genes to have an uncorrected two-sided t-test p-value less than $0.01$ in sufficiently many strains. We did not enforce directional consistency in the selection of genes, although the selected genes do exhibit this consistency, as the table below shows:

Table SS-4: Numbers of selected genes and numbers of genes showing complete consistency (either up in all strains where significant, or down in all strains where significant)

|  | completely consistent selected genes | number selected genes |
| --- | --- | --- |
| adipose | 412 | 413 |
| heart | 86 | 87 |
| gastrocnemius | 139 | 143 |
| cortex | 24 | 28 |

**Multiplicity correction:** Though the p-values driving the multi-t-test selection are not corrected for multiple comparisons, their consistency over strains delivers false discovery rate control. We show two calculations in support of this claim.

**Multiple-strain t-test agreement:** An important issue concerns how likely it is to have a gene with a p-value less than 0.01 in at least $k/7$ strains, under the hypothesis that CR effects are unrelated among strains. The second table on page 1 shows the percentage of genes with p-value less than 0.01 over various strains and tissues. We treat these as strain-specific rates defining the chances that a gene would have a strong p-value in each strain. In most tissues, for example, many more than $1\%$ of genes have p-value less than $1\%$ in a given strain; indeed one may compute the chances that a gene would show up on multiple $p\leq0.01$ lists. If CR effects are independent among strains (null hypothesis), then the number of strains for which a given gene would yield p-value less than 0.01 is the sum of independent but not-identical Bernoulli trials, and therefore has a Poisson-Binomial distribution (Thomas and Taub, 1982), shown in Figure SS-2. This calculation advances the binomial computation used for a similar purpose in De Magalhães et al., 2007.

If CR effects are independent among strains, the probability that a gene appears on multiple CR lists is quite small. For example in adipose, we expect 0.821 genes in the genome to meet the selection criteria, though 413 are in fact selected by the $6/7$ rule.

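With the Student t-test counts of the 7 strains, the Poisson-binomial distribution gives 0.815 genes expected in at least 6 strains for the 19938 genes tested here. The 419 genes selected by that test are 514 times this expectation, and the genes selected by limma 471 times theirs. The genes selected by limma include Acss2 and Parm1, higher on CR, and Ifi27l2a, lower on CR, each past the threshold in 6 strains.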

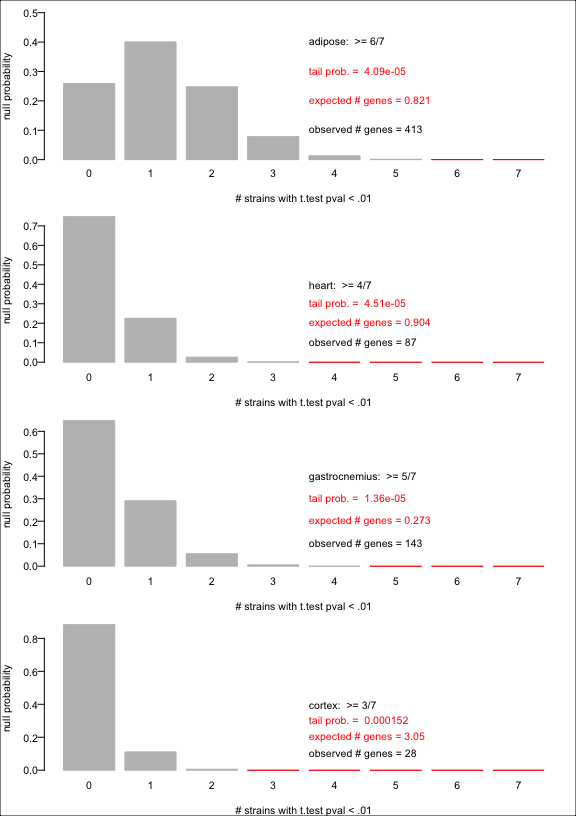

Figure SS-2: Null probability distribution of the number of strains for which a gene has CR p-value less than 0.01

**Consistent CR effects: ANOVA**. It is useful to control the false-discovery-rate (FDR) of any list of genes purported to have a certain effect, such as differential expression between CR and control animals. Though the mult-t-test rule does not lend itself to automatic FDR control, we can apply two-way analysis of variance (ANOVA) per gene to analyze profiles from all strains at once in a given tissue. This combined analysis produces gene-specific FDR estimates for *across-strain* CR effects. Briefly, we decompose the log2 expression level of each gene on each array as an overall mean plus a strain effect plus a CR effect plus an interaction term plus a noise term, and we obtain the best decomposition via least squares. All arrays are processed simultaneously (rather than strain by strain). The interaction terms measure how the CR vs control differences fluctuate over strains, while the main CR effect records an average *across strain* effect of caloric restriction. Figure SS-3 shows negative log10 p-values for CR effect as a function of the results t-test results from the earlier analysis. The across-strain, main CR-effect p-values can be corrected for false discovery rate control (we use the q-value calculator, Storey, 2003). 

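In the two-way analysis of variance of WAT, with Benjamini-Hochberg adjustment in place of the q-value, the largest adjusted p among the 419 genes selected by the Student t-test was 1.8e-06. Over all genes, the main effect of CR passed an adjusted p under 0.05 for 8758 genes, of which 4360 were higher and 4398 lower on CR.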

Supporting the multi-t-test selection scheme, all selected genes in heart, adipose, and gastrocnemius have ANOVA-FDR-corrected p-value much less than 0.05.

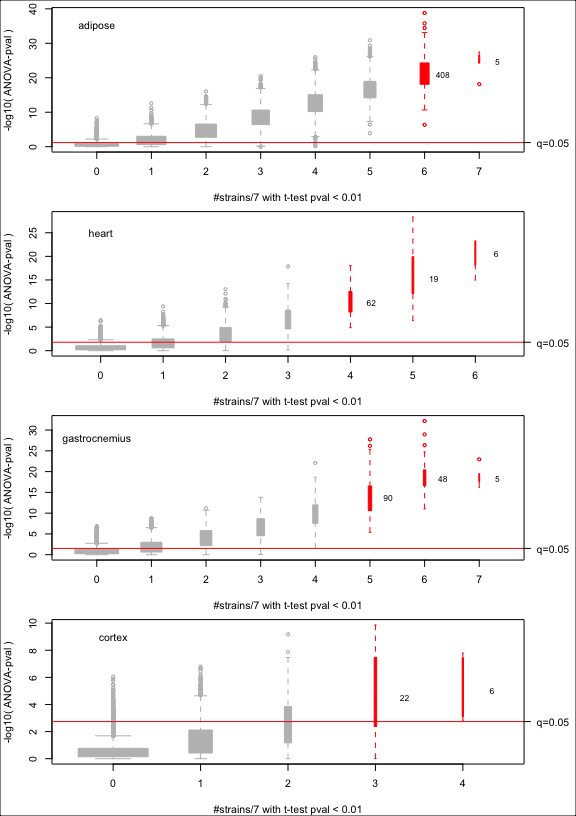

Figure SS-3: Analysis of variance CR p-value versus multi-t-test results; q=0.05 threshold corresponds to 5% FDR corrected p-value

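In WAT, 408 of the changed genes had a mean change over the strains of at least 1.5-fold and 93 a change above 2-fold, 44 higher and 49 lower on CR. The highest fold was that of Elovl6, 4.77-fold higher, followed by Acly at 4.63-fold. Among genes of fatty acid and sterol synthesis, Fdps was 2.46-fold higher, Lss 2.45-fold and Nsdhl 2.06-fold. Gpnmb had a fold of 0.29, Thbs1 of 0.27 and Mmp12 of 0.31 on CR relative to the control diet. Many changes were small: the median size among the multistrain genes selected by the Student t-test was 0.43 on the log2 scale.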

**Across-strain CR effects** Figure SS-4 displays the selected genes through *volcano* plots, which relate the p-value for the across-strain CR effect (vertical) with the estimated fold effect (CR vs control), both from the ANOVA calculation. The multi-t-test selected genes identified in red.

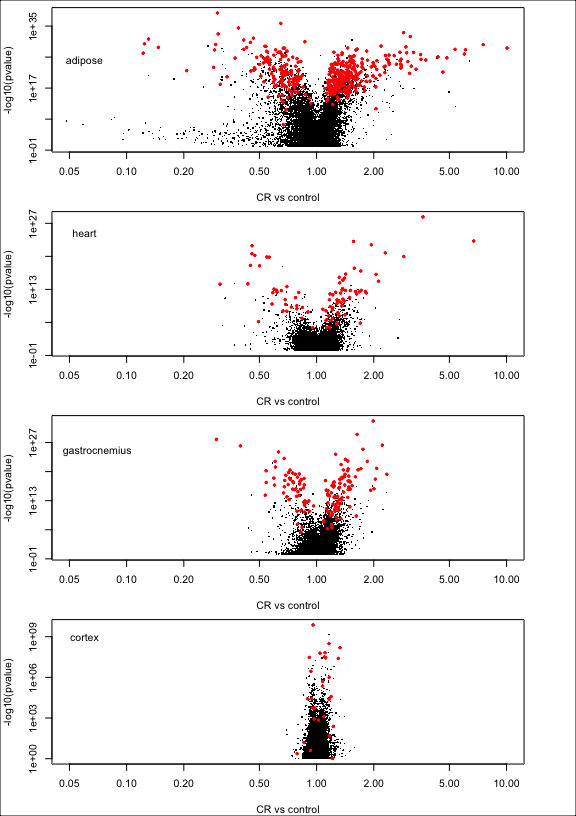

Figure SS-4: Volcano plots: CR significance versus fold effects from two-way ANOVA. Genes selected by multi-t-test rule are shown in red

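After each strain was centred on its own mean, the first principal component of WAT expression held 22.2% of the variance over all genes. It was above 0 in 50 of 56 CR mice and below 0 in 51 of 56 control mice, with a mean of 12.9 ± 11.5 (SD, n = 56) on CR and -12.9 ± 11.0 (SD, n = 56) on the control diet. In 129S1/SvImJ, C57BL/6J, CBA/J and B6C3F1/J all 8 CR mice lay above 0 and all 8 control mice below it, in BALB/cJ 5 CR mice lay above 0 and 7 control mice below, and in DBA/2J 6 CR and 3 control mice lay above 0. The highest mice, C57BL/6J CR 2 at 52.2 and CBA/J CR 5 at 50.0, had raised epididymis markers, as had 2 of the 3 DBA/2J control mice above 0. The component was computed after the data were seen and no test was made on it.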

Next we report a series of heatmaps (blue=low, red=high) that show expression data on all mice, after adjusting for strain differences, and for the genes selected by the mult-t-test rule (Figures SS-5 to SS-8).

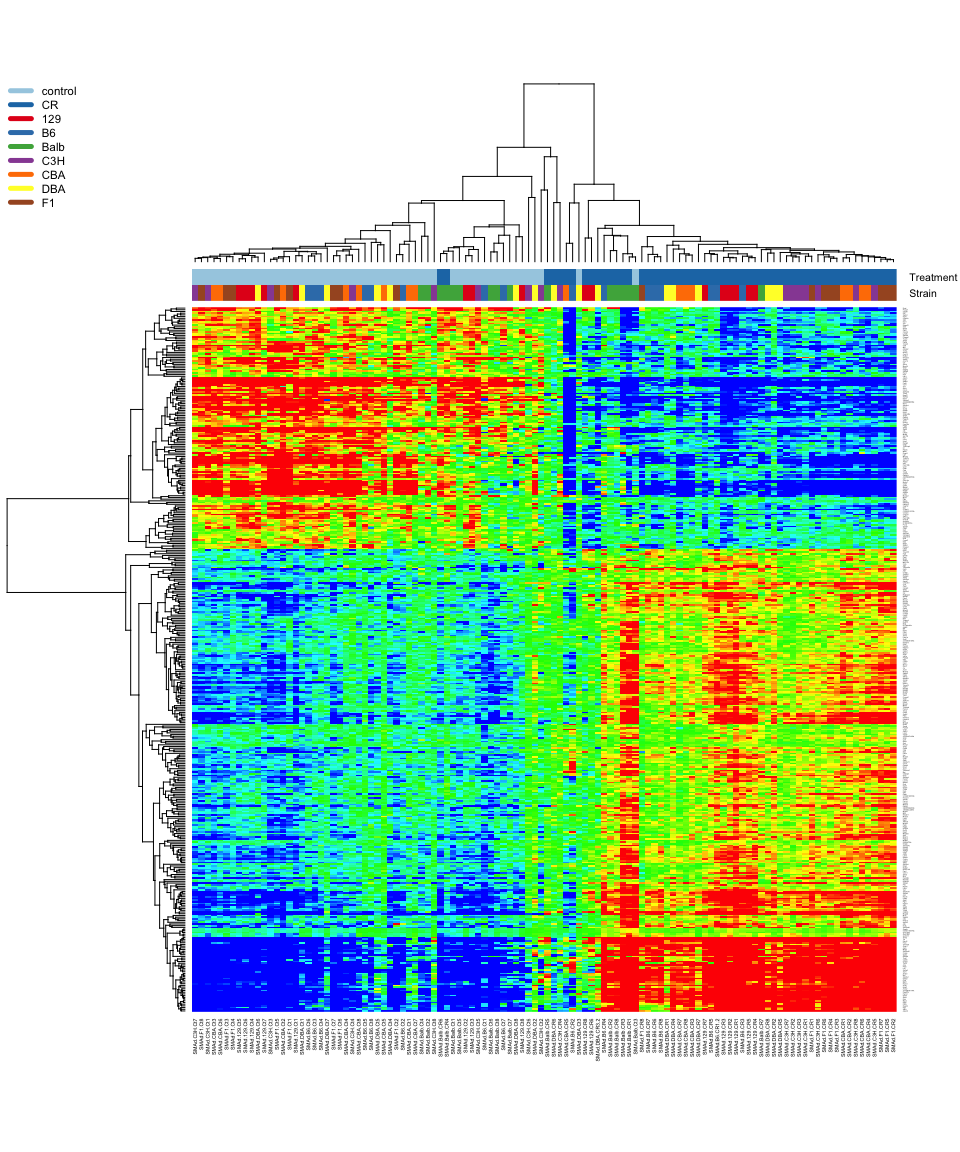

Figure SS-5: Strain-adjusted CR gene expression, adipose

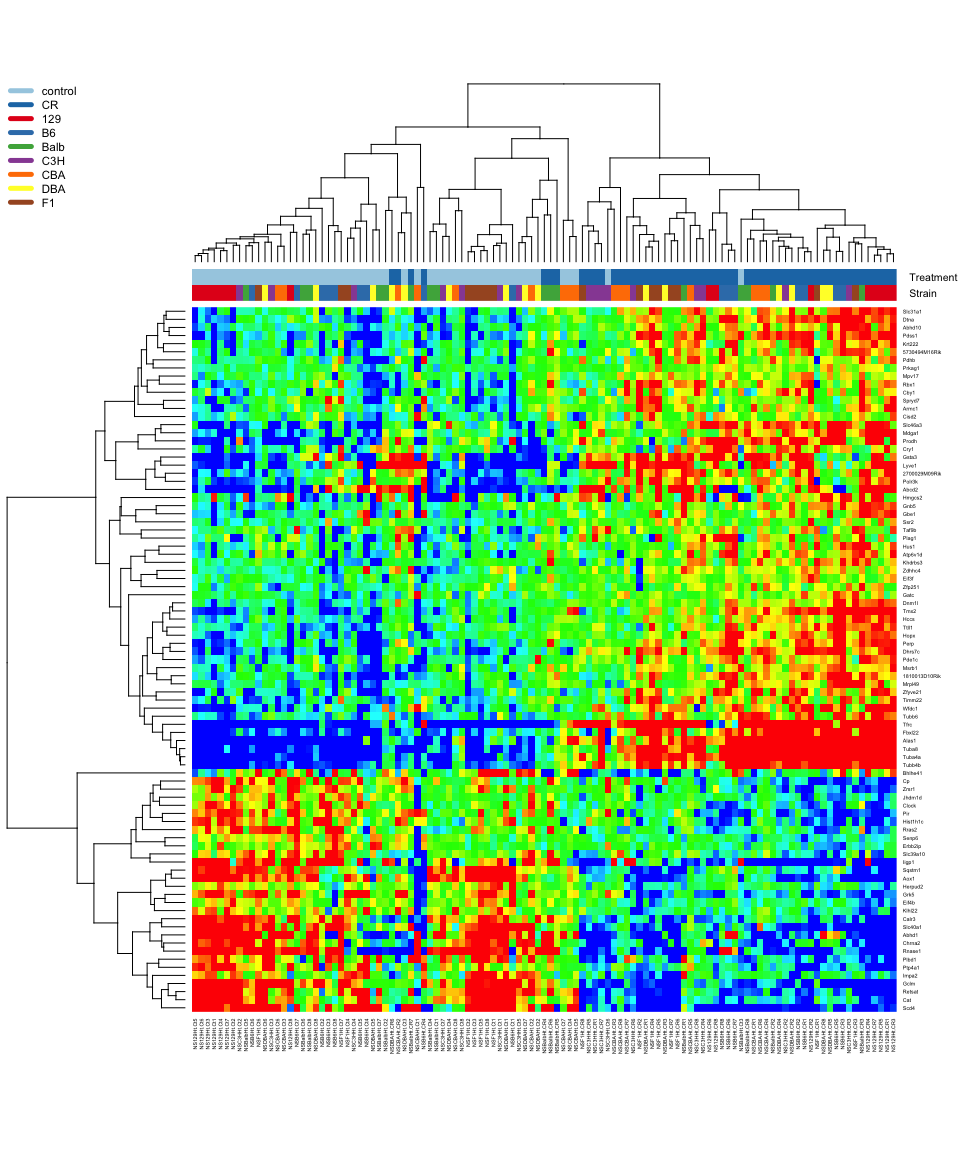

Figure SS-6: Strain adjusted CR gene expression, heart

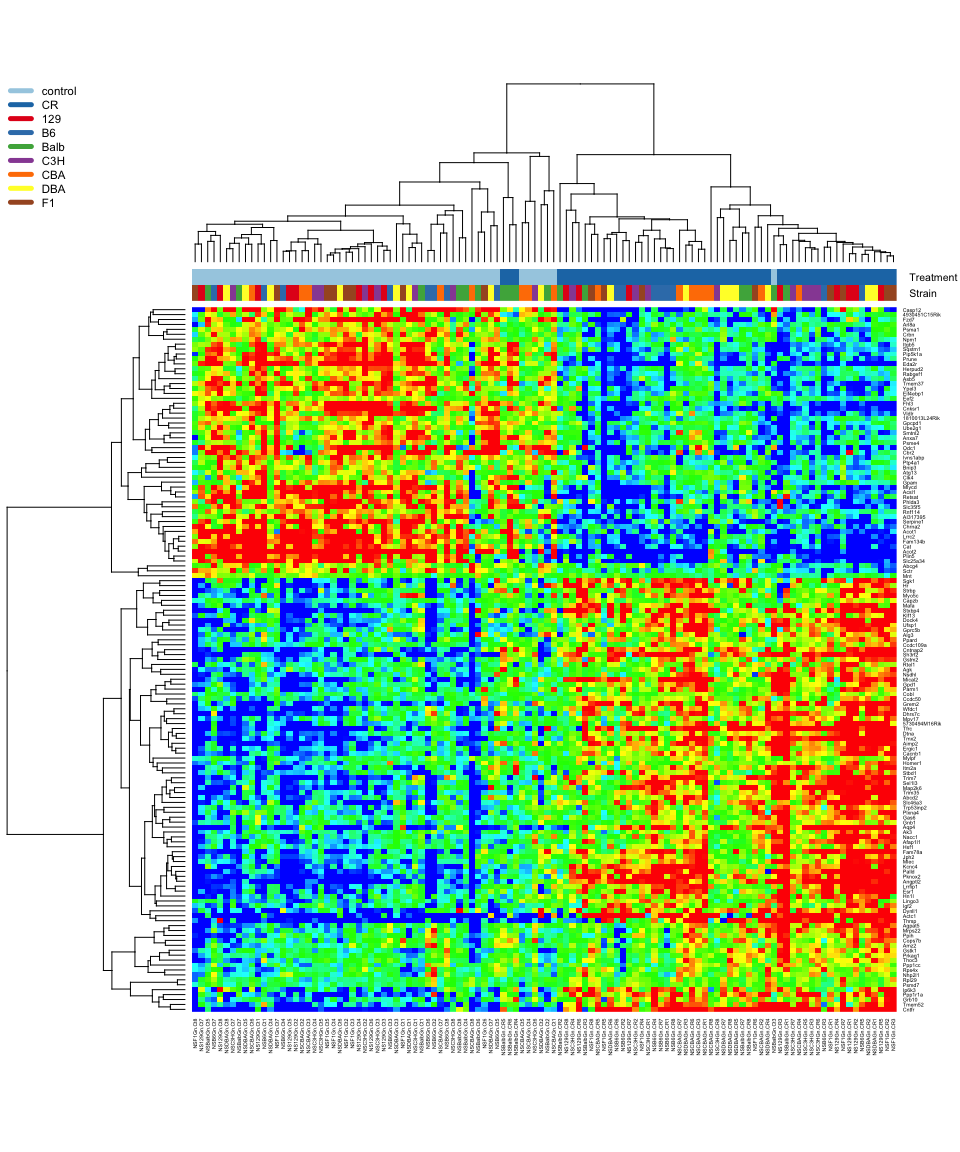

Figure SS-7: Strain adjusted CR gene expression, gastrocnemius

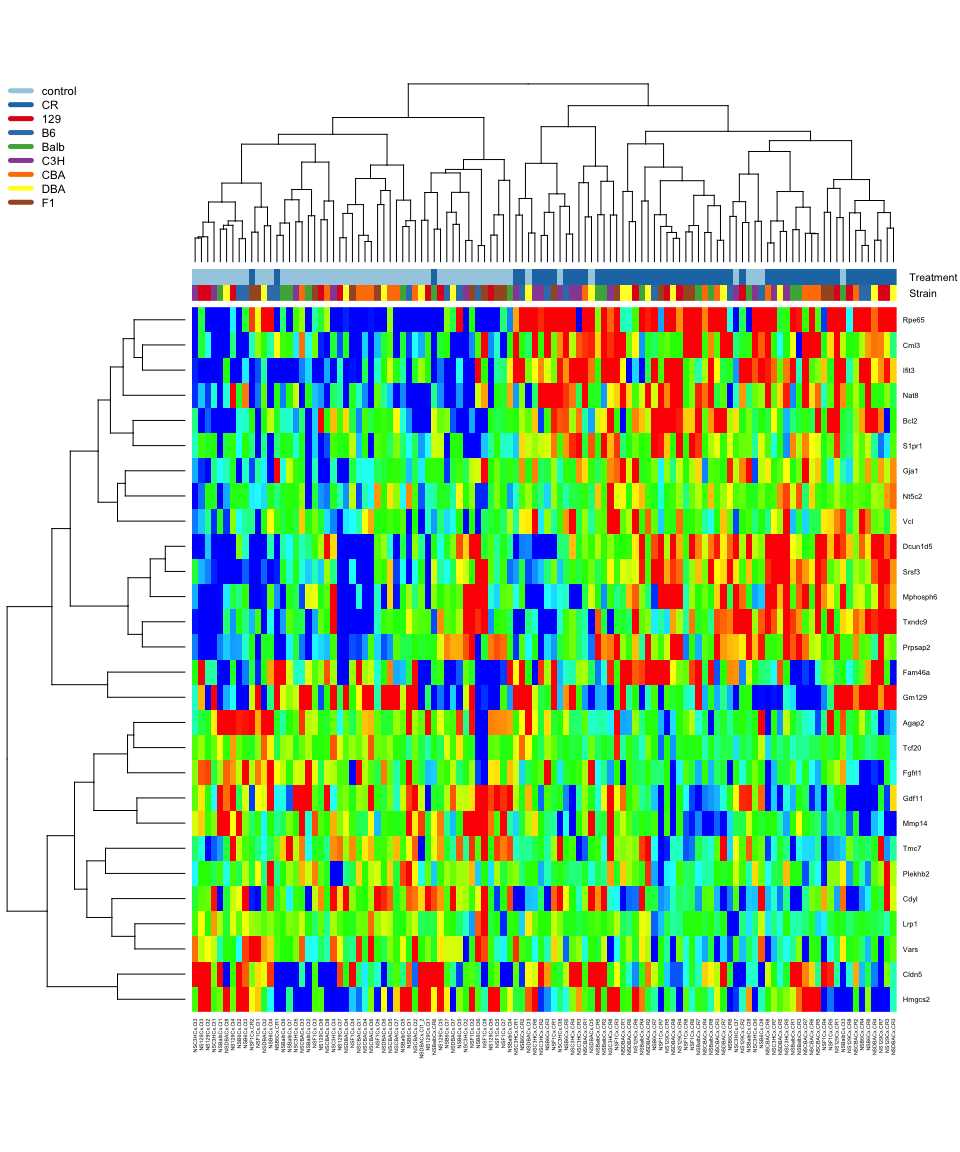

Figure SS-8: Strain adjusted CR gene expression, cortex

## Gene set enrichment

We investigated the functional content of gene lists identified by the mult-t-test rule using random-set enrichment methods encoded in the *allez* R package and applied to the Gene Ontology (Newton et al. 2007). For the four tissues, Tables SS-5 through SS-8 show the GO terms that are significantly enriched for CR-multi-t-test genes, at Bonferonni-corrected p-value of 0.05 (z score larger than 4.34), and based on the library of 7108 gene sets (GO terms) annotating between 10 and 1000 genes. Graphical summaries of this calculation are shown in the following figures. In these *waterfall* plots, we find the significant GO term having largest overlap with the CR gene list (e.g., in adipose, it is the cellular component <GO:0044429>, *mitochondrial part*, which explains 71 CR genes), and note that in the top row of the figure. Then we remove those genes from the CR list and find the significant GO term having highest overlap with the remainder (in adipose, this is <GO:0019637>). The process is repeated as long as new significant gene sets describe at as-yet-undescribed CR genes. Genes identified by this sequential process are counted along the x-axis. Owing to extensive overlap among GO terms, we note that more GO terms than shown in these plots are significantly enriched (i.e. the waterfall shows a subset of the 150 GO terms from Table SS-5); the sequential coverage calculation identifies a dominant set of significant GO terms for display. See, e.g. (Hao et al. 2015) for other examples of this plotting scheme.

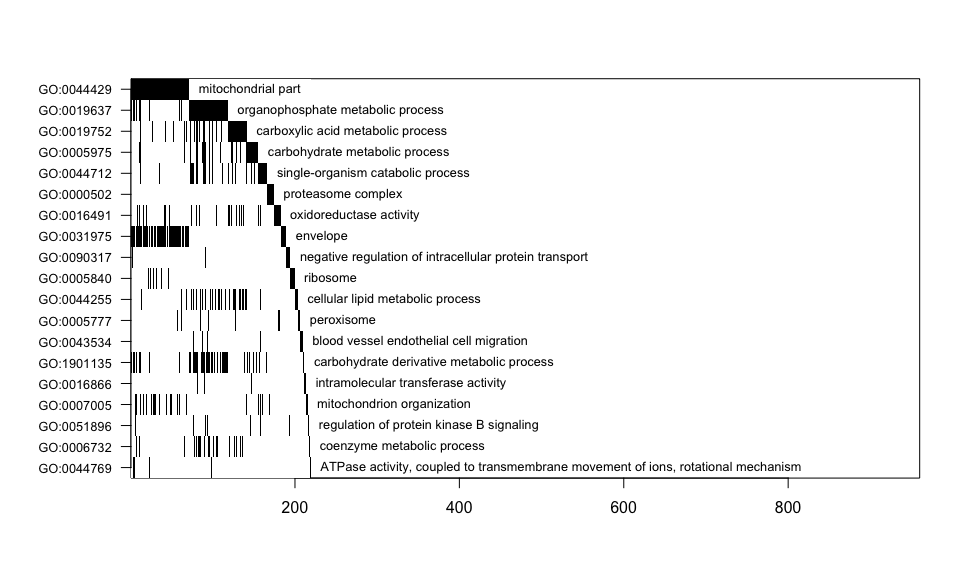

Table SS-5: Gene Ontology terms enriched for multi-t-test CR genes, adipose; set.mean is proportion of GO term that is CR related

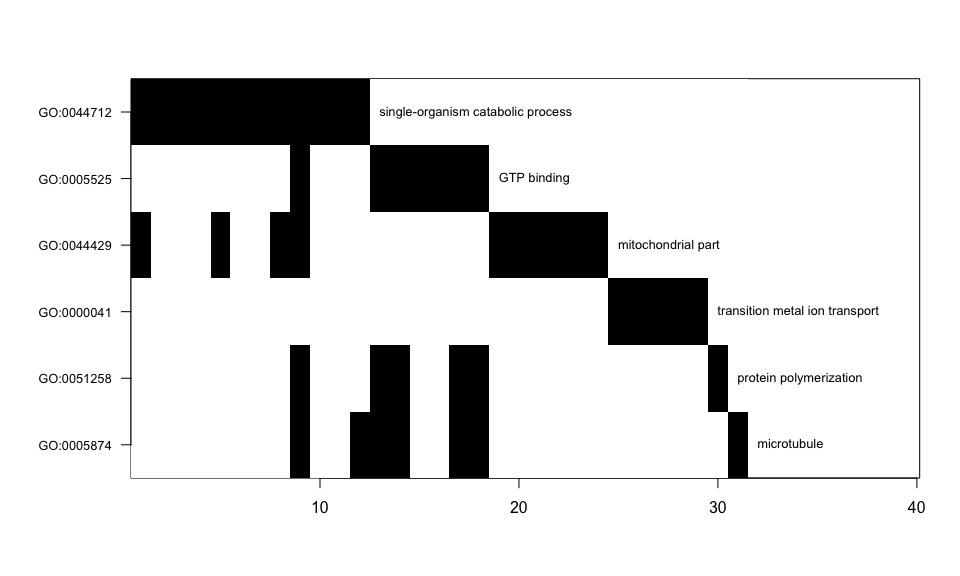

Table SS-6: Gene Ontology terms enriched for multi-t-test CR genes, heart; set.mean is proportion of GO term that is CR-related

|  | Term | Ontology | CRgenes | set.size | set.mean | z.score |
| --- | --- | --- | --- | --- | --- | --- |
| <GO:0051258> | protein polymerization | BP | 6 | 173 | 0.03 | 5.91 |
| <GO:0003924> | GTPase activity | MF | 6 | 192 | 0.03 | 5.52 |
| <GO:0005525> | GTP binding | MF | 7 | 299 | 0.02 | 4.88 |
| <GO:0005874> | microtubule | CC | 7 | 304 | 0.02 | 4.82 |
| <GO:0044712> | single-organism catabolic ... | BP | 12 | 743 | 0.02 | 4.79 |
| <GO:0032561> | guanyl ribonucleotide bind... | MF | 7 | 318 | 0.02 | 4.66 |
| <GO:0019001> | guanyl nucleotide binding | MF | 7 | 319 | 0.02 | 4.65 |
| <GO:0044429> | mitochondrial part | CC | 10 | 592 | 0.02 | 4.53 |

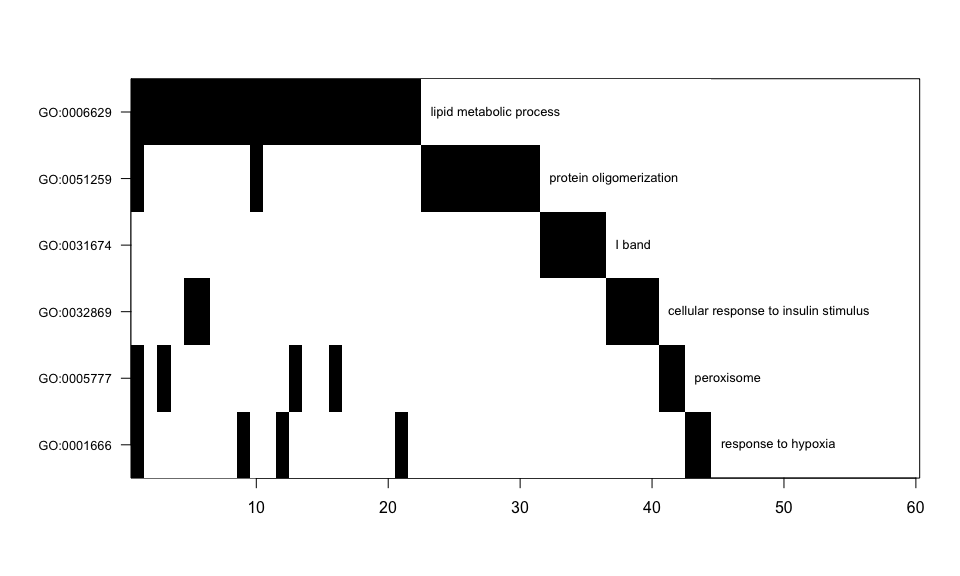

Table SS-7: Gene Ontology terms enriched for multi-t-test CR genes, gastrocnemius; set.mean is proportion of GO term that is CR related

|  | Term | Ontology | CRgenes | set.size | set.mean | z.score |
| --- | --- | --- | --- | --- | --- | --- |
| <GO:0006639> | acylglycerol metabolic pro... | BP | 7 | 89 | 0.08 | 7.74 |
| <GO:0006638> | neutral lipid metabolic pr... | BP | 7 | 91 | 0.08 | 7.64 |
| <GO:0006641> | triglyceride metabolic pro... | BP | 6 | 77 | 0.08 | 7.12 |
| <GO:0046486> | glycerolipid metabolic pro... | BP | 10 | 231 | 0.04 | 6.29 |
| <GO:0044255> | cellular lipid metabolic p... | BP | 18 | 727 | 0.02 | 5.44 |
| <GO:0006629> | lipid metabolic process | BP | 22 | 992 | 0.02 | 5.44 |
| <GO:0005777> | peroxisome | CC | 6 | 127 | 0.05 | 5.16 |
| <GO:0042579> | microbody | CC | 6 | 127 | 0.05 | 5.16 |
| <GO:0032869> | cellular response to insul... | BP | 6 | 132 | 0.05 | 5.03 |
| <GO:0031674> | I band | CC | 5 | 101 | 0.05 | 4.87 |
| <GO:0008610> | lipid biosynthetic process... | BP | 12 | 441 | 0.03 | 4.80 |
| <GO:0030258> | lipid modification | BP | 6 | 148 | 0.04 | 4.64 |
| <GO:0045834> | positive regulation of lip... | BP | 5 | 111 | 0.05 | 4.56 |
| <GO:0051259> | protein oligomerization | BP | 11 | 418 | 0.03 | 4.46 |
| <GO:0001666> | response to hypoxia | BP | 6 | 156 | 0.04 | 4.46 |
| <GO:0036293> | response to decreased oxyg... | BP | 6 | 159 | 0.04 | 4.40 |
| <GO:0032868> | response to insulin | BP | 6 | 160 | 0.04 | 4.38 |
|  |  |  |  |  |  |  |

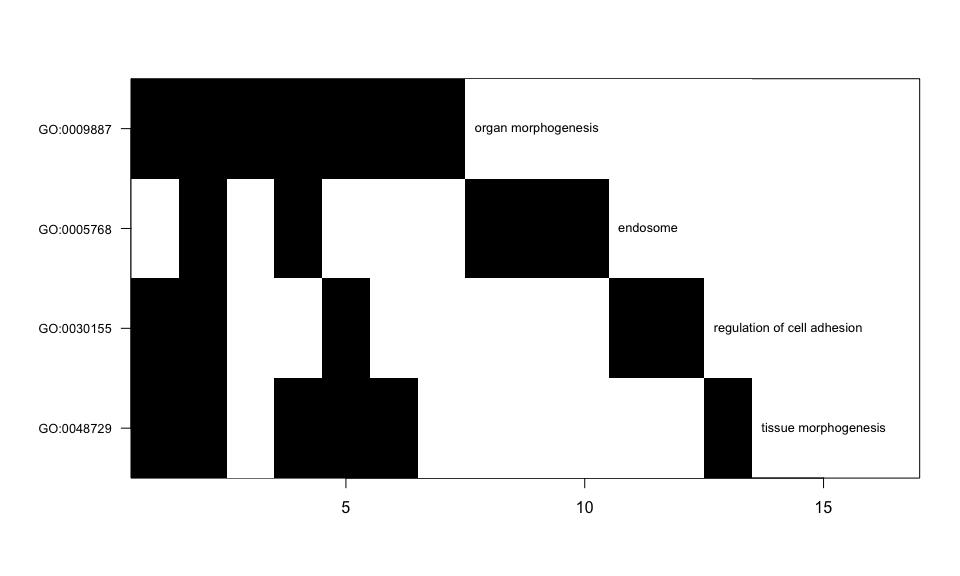

Table SS-8: Gene Ontology terms enriched for multi-t-test CR genes, cortex; set.mean is proportion of GO term that is CR related

|  | Term | Ontology | CRgenes | set.size | set.mean | z.score |
| --- | --- | --- | --- | --- | --- | --- |
| <GO:0048729> | tissue morphogenesis | BP | 6 | 582 | 0.01 | 5.67 |
| <GO:0009887> | organ morphogenesis | BP | 7 | 861 | 0.01 | 5.24 |
| <GO:0030155> | regulation of cell adhesio... | BP | 5 | 506 | 0.01 | 5.02 |
| <GO:0030334> | regulation of cell migrati... | BP | 5 | 543 | 0.01 | 4.79 |
| <GO:2000145> | regulation of cell motilit... | BP | 5 | 571 | 0.01 | 4.63 |
| <GO:0040007> | growth | BP | 6 | 832 | 0.01 | 4.44 |
| <GO:0005768> | endosome | CC | 5 | 608 | 0.01 | 4.43 |

### References

- De Magalhães JP, Curado J, Church GM. Meta-analysis of age-related gene expression profiles identifies common signatures of aging. Bioinformatics. 2009;25(7):875-881. <doi:10.1093/bioinformatics/btp073>.
- Hao, L, He, Q, Wang, Z, Craven, M, Newton, MA, and Ahlquist, P (2013). Limited agreement of independent RNAi screens for virus-required host genes owes more to false-negative than false-positive factors. PLoS Comput Biol 9(9): e1003235.
- Newton, M.A., Quintana, F.A., den Boon, J.A., Sengupta, S. and Ahlquist, P. (2007). Random-set methods identify distinct aspects of the enrichment signal in gene-set analysis. Annals of Applied Statistics , 1, 85-106.
- Storey, John D. The positive false discovery rate: a Bayesian interpretation and the q -value. Ann. Statist. 31 (2003), no. 6, 2013--2035. <doi:10.1214/aos/1074290335>. <http://projecteuclid.org/euclid.aos/1074290335>.
- Thomas, Marlin A., and Audrey E. Taub. "Calculating binomial probabilities when the trial probabilities are unequal." Journal of Statistical Computation and Simulation 14.2 (1982): 125-131.

1. Technical Report no. 47, University of Wisconsin Stochastic Modeling Lab. Research supported in part by U54AI117924. [↑](#footnote-ref-1)

How the deposited data were processed for this re-analysis (not part of the article)

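Epididymal white adipose tissue of 112 male mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 mouse per array, with 8 control and 8 CR mice in each of 7 strains. The condition of each array was taken from its label and never from its values. The table holds log2 signals per probe set that the authors made, as deposited, with gene-level RMA-Sketch in Affymetrix Expression Console, which corrects background, brings the arrays to a common distribution and summarises probes; the software version and which arrays were normalized together are not stated. The lowest array median was 6.72 and the highest 6.86. The table holds 35556 probe sets, of which 21789 carry 1 gene symbol, and these give 19938 genes. For a gene with several probe sets the brightest was used, over all arrays across strains and over the 16 arrays of the strain within strains; for 21 to 43 genes the brightest probe set in a strain was not the brightest over all arrays.

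Across strains, limma (3.58.1, in R 4.3.3) was fitted to 14 groups and the mean of the 7 differences between CR and control was tested, with Benjamini-Hochberg adjusted p under 0.05. The same model gave an F-test for a difference of the CR effect between strains and a test of BALB/cJ against the mean of the other strains. Within strains, limma was fitted to 16 arrays at an unadjusted p under 0.01, as in the paper, and at an adjusted p under 0.05. Multistrain genes are those at p under 0.01 in at least 6 strains, and the number expected by chance came from the Poisson-binomial distribution. Benjamini-Hochberg adjustment was used in place of the q-value. Principal components were taken after each strain was centred on its mean. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3.

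The comparisons, the settings to vary, the rule for the genes to name and 40 gene lists were chosen before the data were examined. The lists hold 732 genes, of which 674 were measured, in 26 pathway and 14 cell type lists. Pathway lists cover fatty acid synthesis, triacylglycerol synthesis, lipolysis and lipid droplet, glucose uptake and glycolysis, pyruvate dehydrogenase and citric acid cycle, respiratory complex I, complexes III and IV and ATP synthase, mitochondrial ribosome, fatty acid beta-oxidation, cholesterol synthesis, proteasome, peroxisome, cytosolic ribosome, autophagy and lysosome, sirtuins, antioxidant enzymes, circadian clock, glucocorticoid targets, adipokines, brown and beige adipocyte, adipocyte transcription factors, collagens and matrix, inflammatory cytokines and adhesion, interferon-stimulated genes, heat shock and unfolded protein response, and cell cycle. Cell type lists cover macrophages, T cells, B cells, mast cells, neutrophils, endothelium, smooth muscle, adipose fibroblasts and progenitors, mesothelium, epididymis, seminal vesicle, testis germ cells, skeletal muscle and red blood cells. Lists were tested by limma's camera with a preset correlation of 0.01 and with an estimated correlation, by fry, by Fisher's exact test among the multistrain genes, and by permutation of diet labels within strains for the mean of each list (1e+05 resamples), the last chosen after the data were seen.

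The genes named are those the paper names for adipose tissue; the 10 largest increases and 10 largest decreases across strains among genes past the threshold with the same sign in all 7 strains; up to 4 members of each list; the 5 smallest p in each direction for BALB/cJ against the other strains; the 2 smallest p in each direction within each strain; the 5 genes with the highest standard deviation within groups; Nnt; and the markers the paper names for heart and gastrocnemius muscle. Other list members and the genes past the threshold in all 7 strains were named after their values were seen. Nnt carries a deletion in C57BL/6J. Its log2 signal was 8.23 on CR and 8.15 on the control diet in C57BL/6J, 8.06 on CR in C3H/HeJ and 9.39 on CR in BALB/cJ, so it does not mark the C57BL/6J arrays and was no check of the labels.

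The settings varied were the test (Student t-test on the raw signal scale as in the statistical supplement, with a two-way analysis of variance on log2 values across strains; Student and Welch tests on log2 values), 1 model for all strains, a filter on dim genes, the rule for genes with several probe sets, quantile normalization, centring on the median, array weights (with statmod 1.5.0 installed), a trend with robust variance, the replicate number as a block, the strains included, the number of strains required, and leaving out the arrays that stand apart on principal components or on epididymis markers. Leaving out each array in turn was added after the data were seen. Diet labels were permuted within strains in 100 splits, the real one included, and for differences between strains also after the mean CR effect of each gene over the strains was subtracted. Overlap with the tables of other tissues was also compared with the share of multistrain genes in 20 bins of mean WAT signal (Poisson-binomial distribution).

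The models were tested on simulated data in which genes vary independently and each gene has the same spread in every strain, its average over the 14 groups, so that the wider spread of BALB/cJ in some genes is not simulated. Across strains, 100% of genes given a log2 change of 0.5 were recovered and 4.96% of calls were false. In BALB/cJ at p under 0.01, 95% of genes given 0.5 and 99% of genes given 1 were recovered, and 98% of the latter after adjustment; in C57BL/6J 92% and 100% were recovered. The multistrain rule recovered 90% of genes given 0.5 and selected 0 unchanged genes, and 98% of genes changed in the other strains only were recovered by the test of BALB/cJ against the others.

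Heart, gastrocnemius muscle, neocortex, qPCR, protein and compound experiments were not analysed here, nor was Gene Ontology annotation used. One gene of the qPCR panel is not reported here. Probe sets with several genes or not listed with a gene were left out.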

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

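The tests of epididymal tissue, of the spread of BALB/cJ mice and the size of their response, and of the other cell types were chosen after the results were seen; leaving out single arrays and the score per mouse were added after the data were seen, with the outcome that would speak for each explanation written before they were run, and the scaling test was set beforehand. The predictions for the permuted diet labels, with the cut at 5 of 100 splits, were written after the splits had been run; the splits with the mean CR effect removed and the match for expression were added last, with their cuts written first.

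Epididymis markers were more than 3 median absolute deviations above the median in 13 arrays: the marker mean was 10.86 in C57BL/6J CR 2, 10.66 in CBA/J CR 5 and 9.15 in DBA/2J control 4, against a median of 5.04. Epididymal tissue carried over with the fat may account for the highest of them: in C57BL/6J CR 2 and in CBA/J CR 5, 20 of the 22 markers (90.9%) lay over 1 log2 unit above their median. In 7 of the 13 arrays only 18.2% to 45.5% of the markers did so, and for these it stays open. An effect of CR on these genes is excluded as the whole cause, because 3 control arrays of DBA/2J were raised too. Gpx5, Adam7 and Lcn5 passed the test across strains. Without the arrays that stand apart Adam7 and Lcn5 did not pass, while Lcn8 then did. Most of those arrays were picked on epididymis markers, so the loss of such genes decides nothing.

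Few genes changed in BALB/cJ, and the effect in BALB/cJ differed from that in the other strains for 647 genes by limma; the median over the macrophage markers of the difference in effect was 0.89 (adjusted p = 0.021 with an estimated correlation). A wider spread of BALB/cJ mice over all genes is excluded, since DBA/2J had a spread at least as wide (median SD 0.184 against 0.183) and 1204 genes. In the genes that respond in the other strains the pooled SD of the score was 0.472 in BALB/cJ and 0.133 to 0.344 elsewhere. A wider spread there may account for part of the low count. The score and slope used 1223 genes for BALB/cJ, 1023 for DBA/2J and 475 to 588 for the others. Strains are thus compared on different genes. One array out of place is a candidate explanation: without control 3 the count was 1367, above the 1204 of DBA/2J with all its arrays. It was below the 1430 of DBA/2J without its own CR 3. After adjustment BALB/cJ without control 3 had 38 genes, against 177 in DBA/2J with all its arrays. Arrays swapped between the diets stay open, with 1 control array (control 3, score 1.32) above the CR median and 2 CR arrays (CR 4 at 0.13 and CR 6 at -0.01) below the control median, because a wide spread would give the same. A smaller response of BALB/cJ mice, whose food allotment was their own and whose body weight the paper reports as not significantly lower on CR, also stays open: the slope of their change on that of the other strains was 0.392 with control 3 included. That slope does not separate a smaller response from a control level already nearer to that of CR mice, which was not tested. The paper's count of changed genes in gastrocnemius muscle of BALB/cJ lies within the range of the other strains, which settles neither the labels of the WAT arrays nor the response of WAT.

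Macrophage markers were lower on CR in 22 of 23 cases. A lower share of all cells other than adipocytes is excluded as the whole cause, because the macrophage markers differed from the markers of fibroblasts and progenitors by -0.609 (SE 0.17 over strains), of endothelium by -0.68 (SE 0.22), of T cells by -0.65 (SE 0.15) and of smooth muscle by -0.85 (SE 0.24). The mean change was -0.17 for fibroblasts and progenitors, -0.13 for T cells, -0.10 for endothelium and 0.07 for smooth muscle. A lower share as part of the cause therefore stays open. Scaling between the arrays is excluded, because the mean change was -0.767 or larger in size under the other scalings. Whether there may be fewer macrophages on CR or lower expression in each cannot be told apart from these 22 genes, since arrays of whole tissue measure neither apart.

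Single mice stood far from their group in 111 of 560 list means, where chance gives about 28, and in 38 of 140 groups of panel genes, where chance gives about 7. C57BL/6J CR 2 did so in 22 list means, CBA/J CR 5 in 16, BALB/cJ control 3 in 15, CBA/J control 2 in 8, DBA/2J CR 3 in 8, C3H/HeJ CR 4 in 6 and B6C3F1/J CR 8 in 5. The CR effect differed between strains by limma's F-test for 3789 genes and for 7 of the 10 panel genes measured. In 3 other lists, 33 of 33 proteasome genes and 15 of 17 genes of cholesterol synthesis were higher on CR and 19 of 21 genes of collagens and matrix were lower (adjusted p = 0.064, 0.091 and 0.071 with an estimated correlation).

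Diet labels permuted within strains, in 100 splits with the real one included, exclude chance for the genes changed across strains (8753, as large in 1 split, highest other 27) and the multistrain genes (472, 1 split, highest other 0). For differences between strains (3789, 1 split, highest other 1112) and for BALB/cJ against the others (647, 2 splits, highest other 667) these splits decide nothing, because the CR effect common to the strains enters their residuals. With the mean CR effect subtracted first, chance is excluded for the differences between strains (3789, 1 split, highest other 47). For BALB/cJ against the others (647, 4 splits, highest other 1671) the cut was met, but another split called more genes than the real one. CR effects in which the other strains differ still enter those residuals, so chance is not firmly excluded there. Within strains, at p under 0.01, the splits exclude chance for 129S1/SvImJ (5707, 1 split, highest other 3137) and C57BL/6J (3514, 1, 2373). They also do so for C3H/HeJ (3329, 1, 2263), CBA/J (4159, 1, 2513) and B6C3F1/J (6158, 1, 3257). For DBA/2J (1204, 4, 2120) chance is excluded only by a narrow margin, and another split called more genes than the real one. For BALB/cJ (316, 22, 2624) the splits do not exclude chance. After adjustment they exclude it for 129S1/SvImJ (6418, 1, 2754), C57BL/6J (3333, 1, 0) and C3H/HeJ (3116, 1, 1391). The same holds for CBA/J (4226, 1, 1623) and B6C3F1/J (6823, 1, 2539). For DBA/2J (177, 2, 486) the margin after adjustment is again narrow, since another split called more genes than the real one. In BALB/cJ the adjusted count was 0 by limma on its own 16 arrays (1500 at an unadjusted p under 0.05, and 0 by the Student t-test), so that all 100 splits are as large (highest other 1159) and the comparison decides nothing. Chance is not excluded for the number of lists called by camera with its preset correlation across strains (18, as large in 35 splits, highest other 24), for BALB/cJ against the others (12, 53 splits, 23) or within strains (121, 5 splits, 136). A split of BALB/cJ that calls 2624 genes, several times the real count, points to a structure of its samples that was not tested further; in the other strains too the highest other splits called 2120 to 3257 genes.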

How the results depend on the processing

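Leaving out single arrays and the permutation of list means were chosen after the data were seen, as was leaving out the arrays that stand apart for the multistrain genes, the lists and the differences between strains; the other settings were planned. Where genes higher and lower on CR were near even or few, their balance turned in some settings, among them across strains from 4359 and 4394 to 5086 and 3825 when centred on the median and 4848 and 4356 with quantile normalization, in BALB/cJ from 125 and 191 to 847 and 279 with 1 fit of 14 groups, in DBA/2J from 629 and 575 to 483 and 534 when centred on the median, and in 129S1/SvImJ from 2877 and 2830 to 2230 and 2540 among genes above the median expression. The genes changed across strains stayed within 1.5 times their count in 18 of 18 settings (7541 to 10143). In each of their 10 settings, 10 of 10 panel genes passed. These settings are not all distinct: across strains, the Student settings on raw and on log2 values gave the same result (8758 genes). The counts at p under 0.01 in 129S1/SvImJ, C57BL/6J, C3H/HeJ, CBA/J and B6C3F1/J stayed so in all 12 settings, and the share of multistrain genes with 1 sign lay between 99.4% and 100%.

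The adjusted count in DBA/2J (177) was 10 by the Student t-test on the raw signal scale, 13 by the Student and 8 by the Welch test on log2 values, 994 with 1 fit of 14 groups, 506 among genes above the median expression, 281 with quantile normalization, 48 when centred on the median, 1894 with array weights, 281 with trend and robust variance, 85 with the replicate block, 34 without the arrays that stand apart, and 10 to 439 when single arrays were left out. In BALB/cJ (316, and 0 adjusted by limma) the counts were 1126 and 272 with 1 fit of 14 groups, 1504 and 9 with array weights, and 801 and 6 with the replicate block; 200 among genes above the median expression; and 182 to 1367 and 0 to 38 with single arrays left out. DBA/2J at p under 0.01 (1204) had 1849 with 1 fit of 14 groups and 2531 with array weights. The multistrain genes (472) were 784 with 1 fit of 14 groups, 1351 with array weights, 1226 in at least 5 strains without BALB/cJ, 1250 in at least 5 strains, 25 in all 7, 113 with adjusted p and 389 without the arrays that stand apart (307 of the 472 among them), and their share above the median was 80.2% among genes above the median expression. Array weights gave 7675 genes that differ between strains, 1077 for BALB/cJ against the others, and after adjustment 5413 in C57BL/6J and 4813 in C3H/HeJ. Lists across strains (18) were 0 by camera with an estimated correlation (10 at an unadjusted p under 0.05, 25 by fry) and 29 by permutation of the list means; lists among the multistrain genes (13) were 2 for lower genes alone. The stricter or looser number of strains, the smaller set of genes and the fewer genes of 1 direction follow from the settings; otherwise the cause was not tested.

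Taken over all strains, the replicate numbers gave little sign of pairing. Of 56 pairs with 1 number, in 10 the best match of an array carried its own number. The median correlation was 0.026, though 18 pairs exceeded 0.1. In C3H/HeJ, numbers 1, 4, 6 and 7 were best matched by their own number (correlation 0.34 to 0.45). In BALB/cJ, numbers 3 and 8 were so too (0.55, the highest of all pairs, and 0.34). Number 4 of BALB/cJ had 0.53 but another best match, and numbers 1 and 7 had -0.21 and -0.087. Pairing within single strains was not tested, so the replicate block is a check only. Centring moved the median change of all genes from 0.0076 to 0.021, and quantile normalization to 0.014. Without the arrays that stand apart, 10 named genes no longer passed across strains and 2 then did. Sirt3 passed under 4 settings. Dim genes are limited by background, which the arrays do not report here.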

Differences from the paper's values

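No test in this part was chosen after the values were seen, except the comparison of the columns of Table S3 with each strain. The paper gives 5 genes at p under 0.01 in exactly 7 strains (the paper's value), and limma gave 25. Of the settings chosen before the data were examined, none came within 1.5 times the paper's 5: the Student t-test on the raw signal scale, the Student t-test on log2 values and the Welch test each gave 9, 1 fit of 14 groups 223, genes above the median expression 24, the other rule for several probe sets 24, quantile normalization 21, centring on the median 24, array weights 438, trend and robust variance 28 and the replicate block 133. The Benjamini-Hochberg adjustment does not enter this count.

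In Table S3, 6 of the 7 columns of fold change were closest to a strain other than the one in their heading. The column headed 129 was closest to BALB/cJ, B6 to DBA/2J, Balb to 129S1/SvImJ, CBA to B6C3F1/J, DBA to C57BL/6J and F1 to CBA/J, with median absolute log2 differences of 0.015 to 0.025 from these strains and of 0.14 to 0.30 from the strain in the heading. The column headed C3H was closest to C3H/HeJ (0.015), and the columns of p-values were each closest to the strain in their heading.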

Other observations

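The comparison with the tables of the other tissues and its match for expression, the slopes and the permutation of list means were chosen after the data were seen. Genes of the proteasome, which degrades tagged proteins, were higher on CR in 33 of 33 cases (33 when adjusted over the list alone), with Psmd14 at 0.60 (SE 0.047, adjusted p = 6.2e-21 from limma), Psmd12 and Psmc4 at 0.50 and Psmb5 at 0.48. In cholesterol synthesis 15 of 17 genes were higher and 1 lower (15 and 2 when adjusted over the list alone), with Fdps at 1.30, Lss at 1.29, Nsdhl at 1.04 and Idi1 at 0.95, and Hmgcs1 lower at -0.38. Of 16 clock genes 11 were higher and 4 lower, with Dbp at 0.49 and Hlf at 0.41 and with Nr1d1 at -0.60 and Arntl at -0.41. Of 10 adipokine genes 3 were higher and 5 lower, with Lep at -0.51 and Retnla at -0.32. Of 19 genes of inflammatory cytokines and adhesion 1 was higher and 8 lower, with Saa3 at -0.86 and the chemokine genes Ccl7 at -0.66, Ccl3 at -0.56 and Ccl2 at -0.49. With an estimated correlation, the adjusted p was 0.064 for the proteasome, 0.091 for cholesterol synthesis, 0.47 for the clock, 0.84 for adipokines and 0.36 for inflammatory cytokines and adhesion.

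Counts of genes higher and lower on CR in the other pathway lists were 9 and 6 of 20 antioxidant enzymes (Prdx3 0.53, Gpx1 -0.53), 8 and 2 of 12 adipocyte transcription factors, 3 and 5 of 12 genes of lipolysis and lipid droplet, 4 and 7 of 14 interferon-stimulated genes, 3 and 2 of 7 sirtuins, 1 and 7 of 12 glucocorticoid targets (Mt2 -0.78, Lcn2 0.49), 1 and 10 of 17 cell cycle genes (Ccna2 -0.33, Mki67 -0.31), 2 and 4 of 12 genes of heat shock and the unfolded protein response (Hspd1 0.50), 7 and 3 of 27 cytosolic ribosome genes, and 8 and 5 of 22 genes of autophagy and lysosome (Wipi1 0.38, Bnip3 -0.35). In the cell type lists they were 0 and 2 of 10 for T cells (Il7r -1.10), 0 and 0 of 10 for B cells, 1 and 6 of 8 for mast cells, 0 and 1 of 8 for neutrophils, 0 and 6 of 12 for endothelium, 1 and 1 of 8 for smooth muscle, 0 and 6 of 8 for adipose fibroblasts and progenitors (Mfap5 -0.45), 1 and 1 of 10 for mesothelium, 3 and 0 of 22 for epididymis, 0 and 0 of 8 for seminal vesicle, 6 and 0 of 11 for testis germ cells, 1 and 2 of 14 for skeletal muscle and 0 and 0 of 3 for red blood cells. None of the 40 lists passed camera with an estimated correlation (10 at an unadjusted p under 0.05), and 25 passed fry.

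Of the genes whose proteins or activities the paper measures or discusses, Sirt3 had a log2 difference of 0.05 in WAT over the strains (adjusted p = 0.12 from limma), Ifng -0.02 (adjusted p = 0.71) and Tnf -0.14 (adjusted p = 0.0019), and Adipoq was lower at -0.17. The paper measured SIRT3 protein in liver and TNF-α and IFN-γ in plasma, so these WAT values do not test those results. Of the markers the paper names for heart and gastrocnemius muscle, Cntfr had -0.52, Sgk1 -0.46, Esr1 0.37, Mlycd 0.20, Acot2 0.14, Cat -0.13, Kcnc4 0.12, Tfrc 0.11, Aox1 -0.11, Alas1 -0.10 and Scd4 0.08 in WAT, all past the test, and Tuba8, Retsat, Chrna2, Actc1 and Cntnap2 did not pass. Kcnc4, Tfrc, Alas1 and Scd4 no longer passed without the arrays that stand apart, nor Aox1 when centred on the median or Alas1 with array weights. The widest spread within groups was in Serpina1c (SD 1.62), Gpx5 (1.55), Cyp4a12a (1.51), Adam7 (1.49) and Lcn8 (1.42). Genes chosen in the other strains had a slope of 0.558 in DBA/2J and 1.57 in B6C3F1/J.

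A hypothesis was that genes that respond in several strains in another tissue also do so in WAT. Of 128 genes of the table for gastrocnemius muscle, 10 were among the 472 multistrain genes of WAT, where 3.03 were expected from all genes (Fisher p = 0.00095) and 6.39 from genes of like expression in WAT (p = 0.104), so high expression of the genes selected in either tissue may account for it. They include Gpd1, Thrsp, Mrps22 and Parm1, named after their values were seen. Of 75 genes of the table for heart, 3 were among them, where 1.78 were expected from all genes (Fisher p = 0.262) and 3.72 from genes of like expression, so for both tissues the hypothesis may hold or not; the shared genes are Tuba4a, Gbe1 and Pdhb. Genes in both tables were chosen by the authors on mice of the same strains, and the direction in the other tissues was not used here.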
